# Deletion of Tet proteins results in quantitative disparities during ESC differentiation partially attributable to alterations in gene expression

**DOI:** 10.1186/s12861-019-0196-6

**Published:** 2019-07-08

**Authors:** Michael Reimer, Kirthi Pulakanti, Linzheng Shi, Alex Abel, Mingyu Liang, Subramaniam Malarkannan, Sridhar Rao

**Keywords:** Embryonic stem cells, DNA methylation, Ten eleven translocation (TET proteins), Differentiation

## Abstract

**Background:**

The Tet protein family (Tet1, Tet2, and Tet3) regulate DNA methylation through conversion of 5-methylcytosine to 5-hydroxymethylcytosine which can ultimately result in DNA demethylation and play a critical role during early mammalian development and pluripotency. While multiple groups have generated knockouts combining loss of different Tet proteins in murine embryonic stem cells (ESCs), differences in genetic background and approaches has made it difficult to directly compare results and discern the direct mechanism by which Tet proteins regulate the transcriptome. To address this concern, we utilized genomic editing in an isogenic pluripotent background which permitted a quantitative, flow-cytometry based measurement of pluripotency in combination with genome-wide assessment of gene expression and DNA methylation changes. Our ultimate goal was to generate a resource of large-scale datasets to permit hypothesis-generating experiments.

**Results:**

We demonstrate a quantitative disparity in the differentiation ability among Tet protein deletions, with *Tet2* single knockout exhibiting the most severe defect, while loss of *Tet1* alone or combinations of *Tet* genes showed a quantitatively intermediate phenotype. Using a combination of transcriptomic and epigenomic approaches we demonstrate an increase in DNA hypermethylation and a divergence of transcriptional profiles in pluripotency among Tet deletions, with loss of *Tet2* having the most profound effect in undifferentiated ESCs.

**Conclusions:**

We conclude that loss of *Tet2* has the most dramatic effect both on the phenotype of ESCs and the transcriptome compared to other genotypes. While loss of Tet proteins increased DNA hypermethylation, especially in gene promoters, these changes in DNA methylation did not correlate with gene expression changes. Thus, while loss of different *Tet* proteins alters DNA methylation, this change does not appear to be directly responsible for transcriptome changes. Thus, loss of Tet proteins likely regulates the transcriptome epigenetically both through altering 5mC but also through additional mechanisms. Nonetheless, the transcriptome changes in pluripotent *Tet2*^*−/−*^ ESCs compared to wild-type implies that the disparities in differentiation can be partially attributed to baseline alterations in gene expression.

**Electronic supplementary material:**

The online version of this article (10.1186/s12861-019-0196-6) contains supplementary material, which is available to authorized users.

## Background

DNA methylation plays a critical role in regulating gene expression during development and is maintained in mammals through a complex interplay between DNA methyltransferases (DNMT) and a family of proteins termed Ten Eleven Translocation (Tet). DNMTs are the “writer” of DNA methylation, whereas Tet proteins are the “erasers” [1–4]. All Tet members are capable of oxidizing methylated cytosines (5mC) to 5-hydroxymethylated cytosine (5hmC). Further oxidation of the 5hmC mark by Tet proteins yields 5-carboxy cytosine (5caC) and 5-formyl cytosine (5fC; [5]) which are unstable and removed by base excision repair (BER; [6–8]), resulting in conversion to an unmodified cytosine and is referred to as active DNA demethylation. Tet proteins can also cause DNA demethylation through a passive mechanism. The 5hmC mark is not recognized by maintenance DNMTs during DNA replication and will be absent in the daughter strand, resulting in passive DNA demethylation in a cell-cycle dependent manner. Regulation of DNA methylation is especially important during early embryogenesis where dynamic, rapid changes in the epigenome are required for early differentiation steps.

Tet1 and Tet2 are highly expressed in the inner cell mass (ICM; [9]) from which murine embryonic stem cells (ESCs) are derived, but studies in ESCs on the role of Tet proteins have resulted in conflicting reports. In vivo studies of Tet deletion have established that loss of either *Tet1* [10] or *Tet2* [11] alone had no effect on early development. The combination deletion of *Tet1* and *Tet2* (double knockout, DKO) exhibited a partially penetrant phenotype in which a fraction of embryos died perinatally, but others were overtly normal [12]. Even though *Tet3* is only expressed at low levels in ESCs and early embryos, combined loss of *Tet1*, *Tet2*, and *Tet3* in ESCs prevents them from contributing to chimeric embryos during blastocyst complementation [13], implying that some amount of Tet protein activity is required for normal embryonic development. Importantly, because of the complex cell:cell interactions within the developing embryo, as well as differences in mouse strain background, it has not been possible to translate these in vivo results into how Tet proteins regulate ESCs and pluripotency. There remains debate about which *Tet* genes are required for pluripotency and/or differentiation, and how they may interact in combination remains unclear. Part of this likely relates to the differences in how the ESC were isolated, differences between ESC genetic background, as well as the use of classical homologous recombination approaches which induce large genomic deletions [10, 12, 13]. Genomic editing, which can generate null alleles by inducing small frame-shifts to prevent functional protein production rather than large genomic deletions, has been used at all the *Tet* genes [14, 15], but the resulting ESCs have not been carefully quantitatively characterized in terms of their differentiation and pluripotency. To address this, we utilized a GFP reporter line to permit quantitative tracking of pluripotency in combination with combinatorial genomic-editing to ablate all three *Tet* genes in an isogenic background. By utilizing both transcriptome and genome-wide DNA methylation analysis we establish that the differences we observe are at least partially related to baseline differences in the epigenome and transcriptome of these cells.

## Results

### Deletion of Tet proteins does not disrupt pluripotency

We utilized a previously generated ESC line in which eGFP was “knocked-in” the *Pou5f1* locus, permitting use of eGFP expression as a quantitative marker of pluripotency (Figs. 1a-c). A single clone was used as a parental line for all further experiments and hereafter referred to as wild-type (WT). Published gRNAs [14] to all three *Tet* genes were transfected into the parental line to generate the following lines: *Tet1*^*−/−*^*, Tet2*^*−/−*^*,* DKO (*Tet1*^*−/−*^*:Tet2*^*−/−*^*),* and TKO (*Tet1*^*−/−*^*:Tet2*^*−/−*^*:Tet3*^*−/−*^; Fig. 1a). Unless otherwise noted, all experiments were performed with 3 individual clones of WT, *Tet1*^−/−^ and 2 clones of *Tet2*^−/−^, DKO, TKO. Generation of indels by genomic editing was confirmed by direct sequencing (Additional file 4: Table S4) and loss of protein by Western blot (Fig. 1d). All Tet deletion lines expressed similar levels of eGFP (Fig. 1e) and common pluripotency markers (Fig. 1d). Expression of three lineage markers, Gata6 (endoderm), Cdx2 (trophectoderm), and Brachyury (mesoderm) were variable across lines (Fig. 1f) when measured by RT-qPCR, likely due to clone-to-clone variation given the very low-level expression of these markers. These data are consistent with published reports that deletion of Tet proteins in any combination does not alter pluripotency per se.

**Fig. 1:**
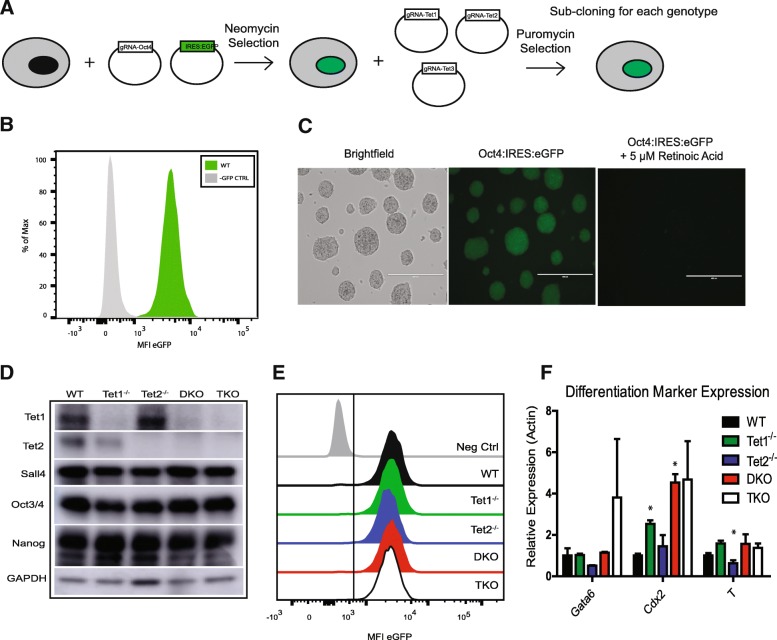
Loss of Tet proteins does not impair pluripotency. **a** Schematic showing the generation of the Oct4:IRES:eGFP parental cell line followed by deletion of each TET protein individually or combinatorially (DKO = *Tet1*^−/−^:*Tet2*^−/−^, TKO = *Tet1*^−/−^:*Tet2*^−/−^:*Tet3*^−/−^). **b** Representative histogram showing eGFP expression in a WT clone. Parental (GFP-) mESC was used as a negative control. **c** Brightfield and fluorescent micrographs (20x) of WT Oct4:IRES:eGFP before and after exposure to 5 μM retinoic acid to induce differentiation. **d** Representative western blot of Tet1,Tet2, and common pluripotency factors in each line. GAPDH was used as a loading control. **e** Representative histogram of eGFP expression in WT, *Tet1*^−/−^, *Tet2*^−/−^, DKO, and TKO clone. **f** RT-qPCR of endoderm (Gata6), trophectoderm (Cdx2), and mesoderm (Brachyury/T) associated transcription factors. * = *p* < .05 compared to WT.

### Deletion of Tet proteins impairs differentiation

To determine the effect of Tet deletion on differentiation we performed a leukemia inhibitory factor (LIF) withdrawal assay. LIF maintains ESC pluripotency and its withdrawal promotes differentiation down all three germ layers. All lines were grown without LIF for 6 days and differentiation assayed by flow cytometry for eGFP expression. All Tet deletion lines, including independent clones for each genotype, were resistant to differentiation as measured by retention of eGFP expression, consistent with prior publications (Fig. 2a, b; [10, 12, 13, 16]). *Tet2*^*−/*^ clones^*−*^, as expected, were quantitatively more resistant to differentiation as expected than the other lines [17]. Surprisingly, the DKO and TKO lines more closely resembled the *Tet1*^*−/*^ lines^*−*^, which displayed an intermediate phenotype. This suggests that *Tet1* deletion is the “dominant” phenotype since the DKO and TKO differentiation mirrors *Tet1*^−/−^ and not *Tet2*^−/−^. Given the agreement among clones, we used multiple clones for all subsequent analyses and grouped them as biological replicates, thereby allowing interclonal variations to drive our statistical tests.

**Fig. 2:**
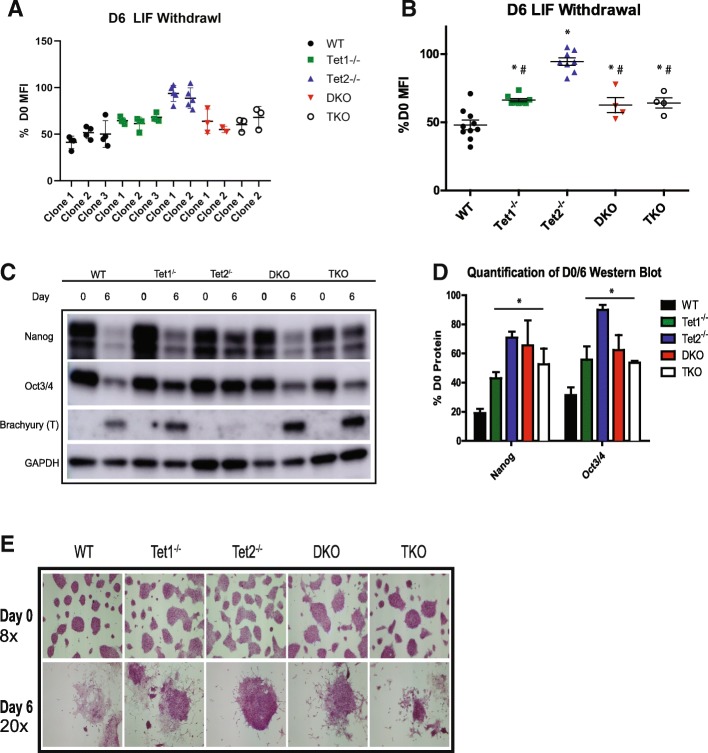
Loss of Tet proteins impairs differentiation. **a** Column scatter plot showing the ratio of D6 Mean Fluorescence Intensity (MFI) to D0 eGFP MFI of each cell line. Individual clones are shown to demonstrate minimal inter-clone variability. **b** Similar to (A), but clones are grouped together for the purpose of statistical tests. * = *p* < .05 as compared to WT, # = p < .05 compared to Tet2−/−. WT *n* = 10, Tet1−/− *n* = 8, Tet2−/−n = 8, DKO *n* = 4, TKO *n* = 4. **c** Representative western blot of the pluripotency factors Nanog, Oct3/4 and the mesoderm marker Brachyury (T). **d** Quantification of western blots for Nanog and Oct3/4. *n* = 2. * = *p* < .05, compared to WT. **e** Brightfield micrographs (top panel) of alkaline phosphatase staining at day 0 (8x) and following 6 days (bottom panel) of LIF withdrawal (20x)

To confirm the loss of pluripotency and resistance to differentiation using an independent approach, we performed Western blots for the pluripotency factors Nanog and Oct3/4 and the mesoderm marker Brachyury/T (Fig. 2c). All Tet genotypes retained higher levels of both Nanog and Oct3/4 when compared to the WT (Fig. 2c). Importantly, Oct3/4 protein levels as measured by Western blot closely resemble the eGFP expression, indicating our flow cytometry approach is a quantitative measurement of pluripotency. To identify morphological differences during differentiation, cells were stained for alkaline phosphatase (AP) at day 0 and 6 of LIF withdrawal (Fig. 2e). At D0 no gross morphological changes were observed in any Tet deletion lines (Fig. 2e, top panel). Following 6 days of LIF withdrawal, WT colonies at D6 appear flatter and are negative for AP, *Tet2*^−/−^ colonies were less spread out than WT and remained AP positive whereas the other lines displayed an intermediate phenotype (Fig. 2e, bottom panel). In agreement with several published studies, we found no defects in pluripotency following deletion of Tet proteins but uncovered a quantitative discrepancy between *Tet2*^*−/−*^ and other genotypes which phenocopied *Tet1*^*−/−*^. This is in contrast to previous studies that suggest TKO cells display the most severe differentiation block [10, 12, 13, 16]. Importantly, because we did not continue our experiments past D6, we cannot formally distinguish between a true “block” in differentiation or simply a “delay” in differentiation. Distinguishing between the two possibilities would require a longer time course to determine if the *Tet2*^*−/−*^ cells eventually differentiate completely. Overall, our use of an isogenic parental line and multiple clones demonstrated a unique quantitative disparity among Tet proteins during ESC differentiation.

### Transcriptional profiling of Tet deletions in pluripotency and LIF withdrawal

To delineate the disparities in differentiation among the various genotypes, RNA-seq was performed at D6 of LIF withdrawal. 

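Polyadenylated RNA was sequenced at D6 from 12 libraries, each made from 1 clone: 3 clones of WT, 3 of *Tet1*-/-, 2 of *Tet2*-/-, 2 of DKO (*Tet1* and *Tet2* deleted) and 2 of TKO (all Tet genes deleted). The clones derive from 1 mouse ESC line that carries eGFP at the *Pou5f1* (Oct4) locus, and leukemia inhibitory factor (LIF), which holds ESCs in the pluripotent state, had been withdrawn for 6 days. The authors mapped paired-end reads to the mouse genome (build mm9) with STAR and deposited the number of reads counted on each RefSeq transcript, named by gene symbol and without normalization. Each table has 31928 lines for 22926 gene symbols, of which 4911 have more than 1 line, and the first line of each symbol was used, as in Table S2. Summed over these lines, a library held 18400463, 25966739 or 29221712 counts in WT, 26033543 to 31426279 (median 29720161) in *Tet1*-/-, 28139525 and 33991489 in *Tet2*-/-, 28249721 and 34219640 in DKO, and 19603502 and 29931126 in TKO. Libraries were scaled by the TMM method of edgeR, with factors from 0.960 to 1.03; the paper's scaling by spike-in RNA was not repeated here. The 12 libraries entered 1 quasi-likelihood fit of edgeR over the 15435 genes that its filter (minimum count 10) keeps, so that groups of 2 clones could draw on the spread of all 5 genotypes. A gene was called different at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of more than 2-fold, the paper's criteria. The coefficient of biological variation between clones was 0.0690 in *Tet2*-/-, 0.106 in DKO, 0.204 in WT, 0.232 in *Tet1*-/- and 0.247 in TKO. Counts of a gene varied between clones of a genotype by 8.75 to 107 times the sampling variance on average over genes (both days), so each library was treated as 1 replicate. In counts simulated from the WT means and the fitted spread, with 200 genes per knockout changed by 2 on the log2 scale, the fit recovered 89.0% to 93.5% of them, and 1.58% to 5.24% of the calls were false.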

We chose LIF withdrawal because it permits ESCs to differentiate down multiple lineages through loss of a signaling cascade rather than a strong positive differentiation signal which may promote its own set of transcriptome changes. We performed RNA sequencing (RNA-seq) on differentiated (D6) samples and read counts were normalized using ERCC spike-ins to enhance quantification (Additional file 2: Table S2, [18]). 

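The 3 edited genes were counted in every D6 library, in CPM (counts scaled to a common library size, here after TMM). *Tet1* (chromosome 10 of mm9, 62267318 to 62361866) stood at 123 ± 10.1 (SD, n = 3) in WT, 151 ± 57.6 (n = 3) in *Tet1*-/-, 318 ± 24.8 (n = 2) in *Tet2*-/- and 127 ± 57.5 (n = 2) in DKO, and the 2 TKO clones had 269 and 61.4. Its log2 fold change in *Tet1*-/- against WT was 0.29 (standard error 0.453, adjusted p = 0.800, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in *Tet2*-/- it was 1.37 (standard error 0.498, adjusted p = 0.0602, edgeR). *Tet2* (chromosome 3, 133126643 to 133207354) had 14.6 ± 2.23 in WT, 13.9 ± 0.456 in *Tet1*-/-, 17.1 ± 0.523 in *Tet2*-/-, 8.37 ± 3.20 in DKO and 14.4 ± 4.43 in TKO. Its adjusted p-values from edgeR were 0.506 for *Tet2*-/-, 0.231 for DKO and 0.970 for TKO, so no change of *Tet2* RNA was detected at D6 in the 3 genotypes that carry the edit. *Tet3* (chromosome 6, 83312367 to 83391672) had 19.0 ± 4.125 in WT, 14.8 ± 2.45 in *Tet1*-/-, 16.5 ± 0.511 in *Tet2*-/-, 14.1 ± 0.142 in DKO and 8.82 ± 0.680 in TKO, a log2 fold change of -1.10 in TKO (standard error 0.212, adjusted p = 0.0641, edgeR). Of the 26 alleles in Table S4, 24 carry an indel that ends within the sequenced window and 2, both in DKO, a deletion that reaches its end; the table's caption leaves open a larger indel where 1 allele is listed. Reads from a transcript with a short indel can still be counted, so RNA levels alone do not check the genotype labels. For the edited lines, the paper reports loss of protein by Western blot.

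**Figure D1:**
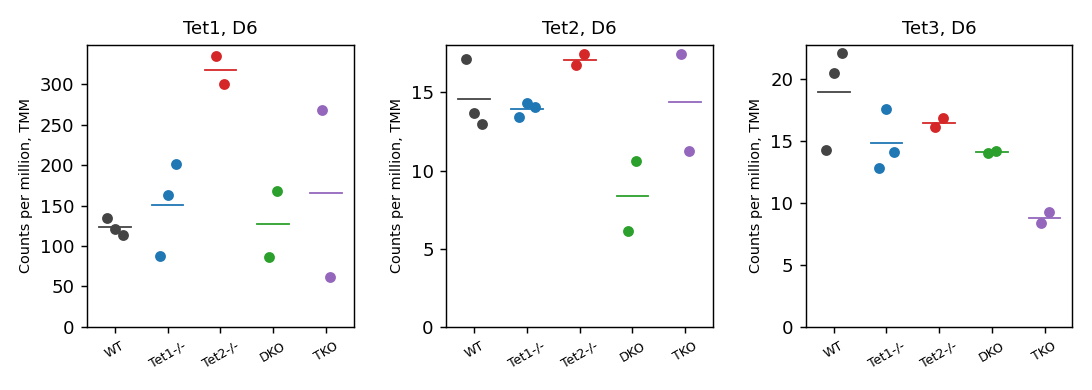
CPM after TMM scaling of *Tet1*, *Tet2* and *Tet3* in the 12 D6 libraries. Each point is 1 library (1 clone) and each line the mean of a genotype; *Tet3* in TKO (mean 8.82) lies below the other genotypes, while *Tet2* in *Tet2*-/- (mean 17.1) does not fall below WT.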

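The 1000 genes with the largest variance over the 5 genotype means were taken, as log2 CPM with a pseudocount of 1, and each gene was centred on its mean. The distance between a pair of genotypes was 1 minus Pearson's r across these genes. *Tet2*-/- lay 1.73 from WT, 1.52 from *Tet1*-/-, 1.63 from DKO and 1.33 from TKO, on average 1.55, whereas the average distance of each other genotype to the rest was between 1.03 (DKO) and 1.15 (TKO). Average linkage joined *Tet2*-/- last, at a height of 1.55, after all others had been joined at 1.14. This order of *Tet2*-/- held under all 19 settings run (500 or 5000 genes, pseudocounts of 0.1 and 10, no scaling, variance over libraries, and each of the 12 libraries left out). For a test of the genotype labels, the 1000 genes were chosen anew by their variance over the 12 libraries, with no use of the labels, a choice made after seeing the data. On these genes the distance between single libraries averaged 1.13 across genotypes and 0.709 within a genotype (permutation test of the labels, one-sided, 100000 permutations, p = 0.016). On the genes chosen over the genotype means, both *Tet2*-/- clones lay 0.0197 apart, and the nearest library was of the same genotype for 7 of the 12 libraries. A single *Tet1*-/- library, from clone 2.4, lay nearest to a *Tet2*-/- library (0.376), and the *Tet1*-/- clones lay between 0.562 and 1.47 from each other.

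**Figure D2:**
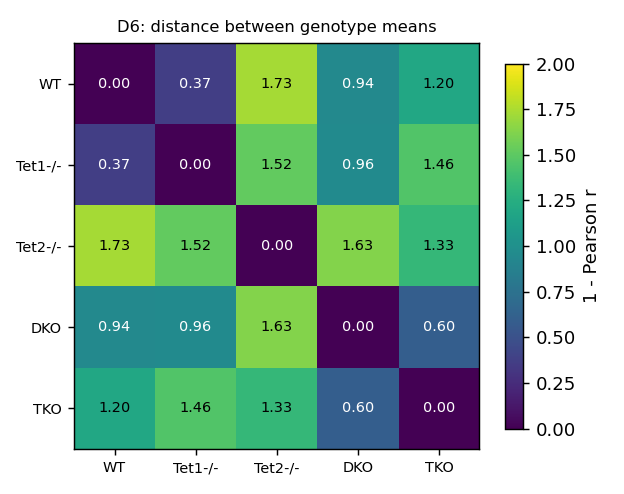
Distance (1 minus Pearson's r, genes centred, 1000 most variable genes) between the genotype means at D6. The number in each square is the distance, from 0 to 2; the row of *Tet2*-/- holds the largest value (1.73, from WT), and WT and *Tet1*-/- are the closest pair.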

D6 analysis of the top 1000 most variable genes across genotypes revealed a unique transcriptional profile of *Tet2*^−/−^ cells that was not shared by other Tet deletions or the WT based upon unsupervised hierarchical clustering, consistent with the *Tet2*^*−/−*^ cells exhibiting a very different cell state after LIF withdrawal compared with the other genotypes (Fig. 3a). 

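On the same scale, WT and *Tet1*-/- lay 0.373 apart at D6, DKO and TKO 0.599, WT and DKO 0.938, *Tet1*-/- and DKO 0.956, WT and TKO 1.20 and *Tet1*-/- and TKO 1.46. Of these, the distance from WT to *Tet1*-/- rested on single clones, being 0.815 without *Tet1*-/- clone 2.2 and 0.221 without clone 2.4. Clustering joined WT with *Tet1*-/- and DKO with TKO. The changes against WT were also correlated between knockouts across the 15435 genes, which are not independent replicates. Pearson's r was 0.699 for DKO with TKO, 0.688 for *Tet1*-/- with DKO, 0.590 for *Tet1*-/- with *Tet2*-/-, 0.475 for *Tet1*-/- with TKO, 0.469 for *Tet2*-/- with DKO and 0.459 for *Tet2*-/- with TKO. Because all knockouts are compared with the same WT libraries, unchanged knockouts also correlate: in 20 simulated datasets without any effect the mean r was 0.400 for DKO with TKO, 0.458 for *Tet1*-/- with DKO, 0.457 for *Tet1*-/- with *Tet2*-/-, 0.448 for *Tet1*-/- with TKO, 0.412 for *Tet2*-/- with DKO and 0.401 for *Tet2*-/- with TKO. These simulations gave all genotypes the same spread, whereas the D6 coefficient of biological variation ran from 0.0690 in *Tet2*-/- to 0.247 in TKO. They thus give only a rough level, and no excess is concluded from it. Single libraries moved 4 of the observed values by over 1.5 times. Without TKO clone 8.4, r was 0.420 for DKO with TKO, 0.214 for *Tet1*-/- with TKO and 0.215 for *Tet2*-/- with TKO, and without *Tet1*-/- clone 2.4 it was 0.345 for *Tet1*-/- with *Tet2*-/-. Restricting the correlation to genes with at least 10 CPM, the alternative set in advance, changed no D6 value beyond its spread.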

Consistent with our eGFP analysis, the *Tet1*^*−/−*^, DKO, and TKO cells most closely resembled each other at the transcriptome level, again indicating that the *Tet1*^*−/−*^ intermediate differentiation phenotype was dominant over *Tet2*^*−/−*^*.* To further refine which genes were differentially expressed, we utilized both a statistical (adjusted p-val < 0.05) and fold change (> 2-fold) criteria to generate refined gene lists which likely represented the most differentially expressed as compared to WT cells differentiated in parallel. In terms of the genes which were underexpressed (Fig. 3b) or overexpressed (Fig. 3c) we found that the *Tet2*^*−/−*^ cells exhibited the most uniquely dysregulated genes compared to WT, consistent with *Tet2*^*−/−*^ being in a distinct cell state compared to differentiated WT cells. 

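In *Tet2*-/-, 742 genes were called higher and 1459 lower than in D6 WT (edgeR, adjusted p-value under 0.05 and more than 2-fold). None was called in *Tet1*-/-, DKO or TKO, in which the smallest adjusted p-values from edgeR were 0.318, 0.144 and 0.0641. The absence of calls does not show that no gene changed. At an unadjusted p-value under 0.05 and the same fold change, 235 genes were higher and 162 lower in *Tet1*-/-, 396 and 400 in DKO, and 505 and 498 in TKO. All genes called in *Tet2*-/- were thus called in this genotype only; whether the change of a gene differs between *Tet2*-/- and another knockout was not tested. Among the alternatives that kept all libraries and an adjusted p-value, DESeq2 moved the counts of the other knockouts most, with 28 higher and 18 lower in *Tet1*-/-, 101 and 88 in DKO, and 181 and 300 in TKO; in the simulated D6 data 7.55% to 12.6% of its calls were false. Single WT clones also counted: without clone O4.2, 376 genes were higher and 345 lower in TKO and 6 higher in DKO, and without clone O4.13 the counts in *Tet2*-/- were 406 and 942. With either *Tet2*-/- clone alone, 93.7% to 97.4% of the genes called higher and 95.3% to 97.3% of those called lower kept a change of more than 2-fold. The genes called lower in *Tet2*-/-, with a median log2 fold change of -1.88, were also below WT for 87.7% in *Tet1*-/- (median -0.42), 71.8% in DKO (-0.35) and 77.2% in TKO (-0.43). Those called higher (median 1.63) were above WT for 86.9% in *Tet1*-/-, 75.6% in DKO and 79.9% in TKO. In 20 simulated datasets in which only *Tet2*-/- changed, the shared WT libraries gave such shares of 54.4% to 56.5% on average and 59.6% at most. These datasets had the same spread in all genotypes, so the shares that shared WT libraries give may differ. The largest rise by the rule set in advance was *Cped1*, from 0.126 ± 0.0626 (SD, n = 3) CPM in WT to 4.129 ± 0.270 (n = 2) in *Tet2*-/-, a log2 fold change of 4.91 (standard error 0.716, adjusted p = 0.00414, edgeR). *Msc* rose by 4.36 (standard error 0.819, adjusted p = 0.00656, edgeR) and *Tcerg1l* by 4.06 (standard error 0.663, adjusted p = 0.00482, edgeR). Among the largest falls, *Prdm6* (41.2 ± 26.1 in WT) was at least 411-fold lower, *Hand2* (6.66 ± 4.68) at least 66.4-fold and *Kcnj5* (4.92 ± 2.85) at least 49.0-fold, since both *Tet2*-/- libraries held 3 counts or fewer; their adjusted p-values from edgeR were 0.00716, 0.0101 and 0.0101.

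**Figure D3:**
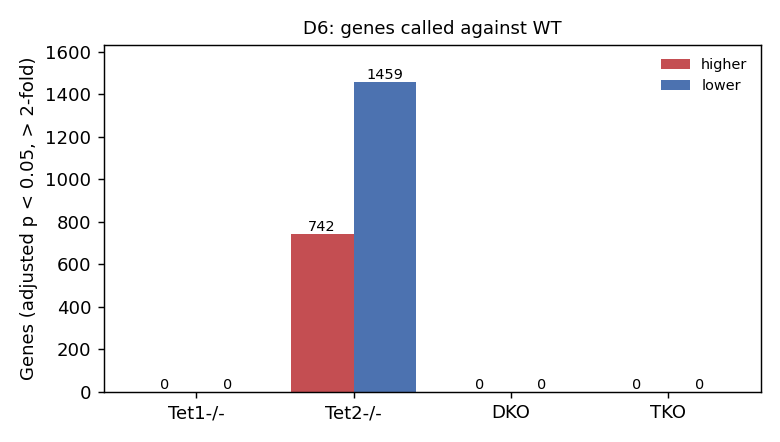
Number of genes called against D6 WT in each knockout (edgeR, adjusted p-value under 0.05 and more than 2-fold), higher in red and lower in blue. *Tet2*-/- has 742 higher and 1459 lower genes, and the other knockouts have 0.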

Our results are consistent with the Tet2^*−/−*^ cells at D6 of differentiation being very different from WT, with *Tet1*^*−/−*^, DKO, and TKO cells representing an intermediate defect in differentiation following LIF withdrawal. 

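To place each library between undifferentiated and differentiated WT cells, its expression was projected on the line from the D0 WT mean (position 0) to the D6 WT mean (position 1). A WT library was placed on a line rebuilt without that library, so the WT positions need not average 0 and 1. Both *Tet2*-/- libraries at D6 stood at 0.520 and 0.575, below each of the 10 other D6 libraries. TKO clones were at 0.728 and 0.866, *Tet1*-/- clones at 0.740, 0.907 and 0.992, DKO clones at 0.861 and 0.898, and WT clones at 0.780 (O4.2), 1.05 (O4.13) and 1.11 (O4.1). The mean of *Tet1*-/- (0.880 ± 0.128, SD, n = 3) and that of DKO (0.880 ± 0.0260, n = 2) differed from WT (0.981 ± 0.176, n = 3) by less than the spread of the WT clones, and TKO (0.797 ± 0.0976, n = 2) by about that spread. The mean of *Tet2*-/- (0.547 ± 0.0392, n = 2) lay below WT by more than the spread of the WT clones. No test was applied. An exact comparison of 2 libraries with 3 cannot give a p-value under 0.05, and a spread pooled over the genotypes was not used. From the distinct D6 profile of *Tet2*-/- and the number of its dysregulated genes, the paper proposes that *Tet2*-/- cells are very different from WT at D6. It proposes an intermediate defect in differentiation for *Tet1*-/-, DKO and TKO. For this it draws on its eGFP measurements and on the likeness of the transcriptomes of these genotypes.

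**Figure D4:**
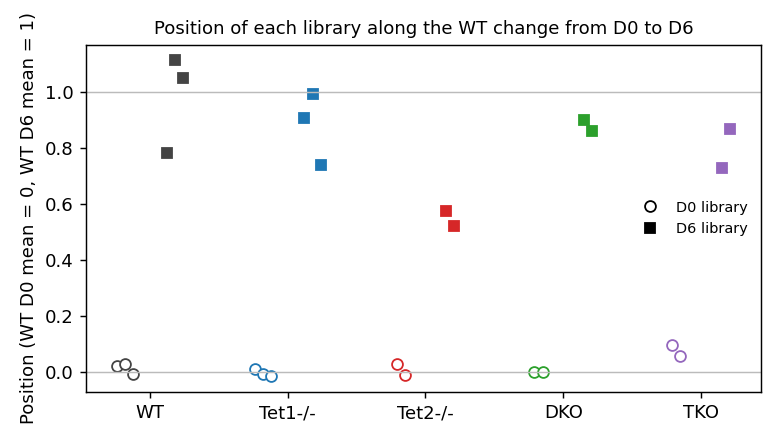
Position of each library along the change of WT from D0 (0) to D6 (1), with each WT library placed on a line rebuilt without it, open circles for D0 and filled squares for D6. The *Tet2*-/- squares (0.520 and 0.575) are the lowest of the D6 libraries, and all D0 libraries lie between -0.0155 and 0.0957.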

To compare grossly the gene expression changes when compared to undifferentiated (D0) WT cells, we performed a similar analysis (Fig. 3d,e). Not surprisingly, all the genotypes showed substantially more changes in gene expression in terms of upregulated genes. This is consistent with the different genotypes, including *Tet2*^*−/−*^ showing some amount of differentiation. However, in general, there was far more overlap with among the genotypes with the exception of *Tet2*^*−/−*^, consistent with its unique phenotype.

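All 24 libraries of both days were joined by gene symbol in 1 fit over 15639 genes, in which each genotype at D6 was compared with D0 WT. Differentiated WT cells had 3244 genes higher and 2073 lower. The knockouts had 2974 higher and 1667 lower (*Tet1*-/-), 2034 and 1214 (*Tet2*-/-), 2901 and 1760 (DKO) and 2822 and 1568 (TKO). Genes called lower made up 39.0% of the calls in WT and between 35.7% (TKO) and 37.8% (DKO) in the knockouts. With library totals in place of TMM scaling these shares were 31.4% in WT and 28.3% (TKO) to 32.9% (*Tet2*-/-) in the knockouts. That scaling moved the median log2 change of all genes to 0.16 in WT, 0.15 in *Tet1*-/-, 0.08 in *Tet2*-/-, 0.13 in DKO and 0.14 in TKO. The counts moved most when each transcript line was tested in place of 1 line per gene, an alternative chosen after seeing the data, which gave 4465 lines higher in *Tet1*-/-, 4378 in DKO and 4275 in TKO.

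**Figure D5:**
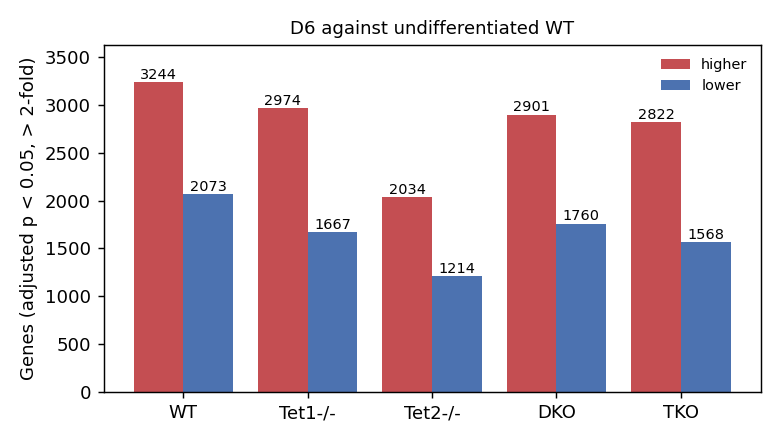
Number of genes called at D6 against undifferentiated (D0) WT in each genotype (edgeR, adjusted p-value under 0.05 and more than 2-fold), higher in red and lower in blue. In all 5 genotypes more genes are higher than lower, and *Tet2*-/- has the fewest of both (2034 and 1214).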

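Against D0 WT, 1467 genes were higher and 617 lower in all 4 knockouts at D6. The largest overlap of a pair was that of *Tet1*-/- and DKO, with 2571 shared higher and 1397 shared lower genes, followed by DKO and TKO (2448 and 1240) and *Tet1*-/- and TKO (2369 and 1107). *Tet2*-/- shared 1720 higher and 902 lower genes with *Tet1*-/-, 1611 and 807 with DKO, and 1542 and 689 with TKO. Of the genes called higher, 12.9% in *Tet2*-/- were called in no other knockout, against 8.89% in TKO, 6.86% in *Tet1*-/- and 4.93% in DKO. For genes called lower the shares were 20.4% in *Tet2*-/-, 16.5% in TKO, 9.89% in DKO and 6.96% in *Tet1*-/-.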

**Fig. 3:**
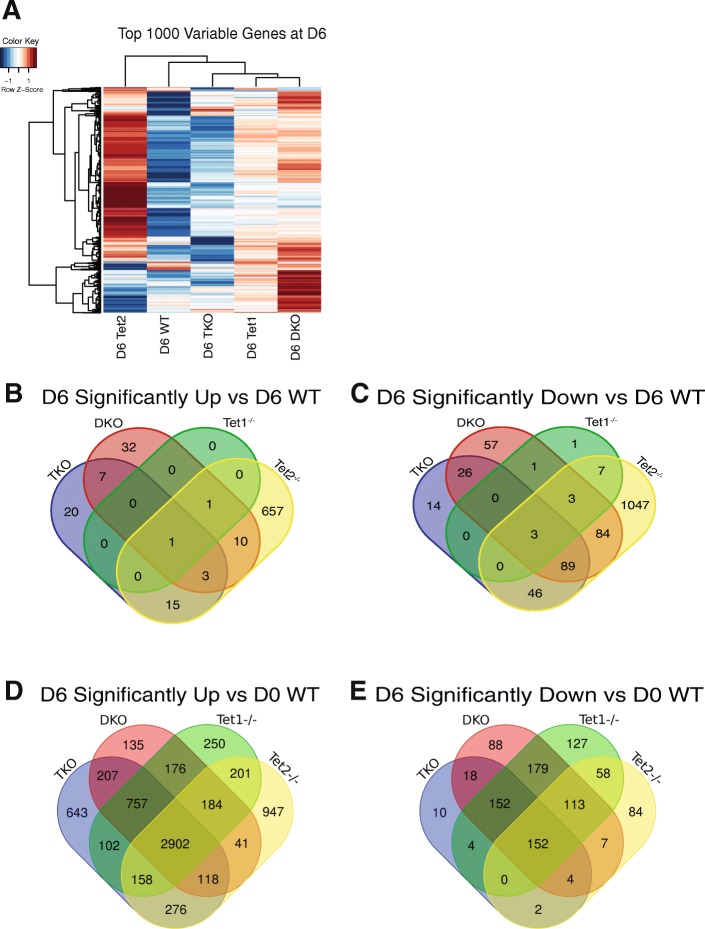
RNA-seq analysis of D6 LIF withdrawal samples. **a** Heatmap of top 1000 most variable genes at D6. **b** Venn diagram of significantly Up (p < .05, |log2 fold change| > 1) comparing different knockouts to D6 WT cells. **c** Venn diagram of significantly Up (p < .05, |log2 fold change| > 1) comparing different to D6 WT cells. **d** Similar to (B) but compared to D0 WT cells. **e** Similar to (C) but compared to D0 WT cells

Given our results, we wondered whether the loss of *Tet* genes induced baseline transcriptome changes in the ESCs which were compatible with pluripotency, or alternatively Tet proteins were only required during differentiation as posited in [17]. We performed RNA-seq on undifferentiated ESCs (D0) using the same approach as above. 

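Undifferentiated cells gave 12 further libraries of the same 5 genotypes, with 3 clones of WT and of *Tet1*-/- and 2 of each other knockout; by their labels, *Tet1*-/- clone 2.3 was sequenced only at D0 and clone 2.2 only at D6. WT libraries held 24045585 to 25617945 counts (median 24979497), *Tet1*-/- 24456170 to 26314545 (median 26314395), *Tet2*-/- 25115163 and 37290208, DKO 21729346 and 24228097, and TKO 25352596 and 26348388. The fit covered 14456 genes, and the coefficient of biological variation was 0.0748 in DKO, 0.0751 in *Tet2*-/-, 0.0926 in *Tet1*-/-, 0.112 in WT and 0.272 in TKO. From simulated D0 counts it recovered 97.5% to 100% of the changed genes, with at most 1.02% false calls. The limits of the D6 simulation hold for these rates too. *Tet1* had 322 ± 102 CPM (SD, n = 3) in WT. The *Tet1*-/- clones had 87.7, 117 and 335, a log2 fold change of -0.84 (standard error 0.687, adjusted p = 0.672, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the *Tet2*-/- clones 425 ± 6.46 (n = 2), DKO 283 ± 93.9 (n = 2), and the TKO clones 538 and 39.5. *Tet2* had 87.1 ± 3.21 in WT, 89.5 ± 13.9 in *Tet1*-/-, 20.6 ± 1.38 in *Tet2*-/-, 36.6 ± 22.1 in DKO, and 7.72 and 40.3 in the TKO clones. It was called lower in *Tet2*-/- (log2 fold change -2.08, standard error 0.516, adjusted p = 0.0299, edgeR) and in TKO (-1.86, standard error 0.512, adjusted p = 0.0426, edgeR), but not in DKO (-1.25, standard error 0.496, adjusted p = 0.280, edgeR). The call in *Tet2*-/- was lost without WT clone O4.2 or O4.13, and that in TKO without any 1 of the WT clones.

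**Figure D6:**
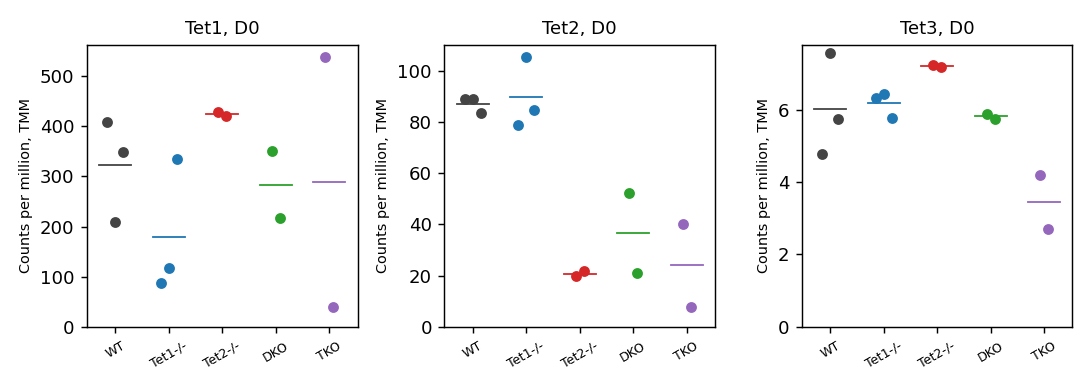
CPM after TMM scaling of *Tet1*, *Tet2* and *Tet3* in the 12 D0 libraries. Each point is 1 library (1 clone) and each line the mean of a genotype; *Tet2* is lower in both *Tet2*-/- clones (mean 20.6) than in WT (87.1), and the TKO clones differ widely for *Tet1* (538 and 39.5).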

The top 1000 most variable genes are displayed as a heat map in Fig. 4a and indicate that *Tet2*^*−/−*^ cells are transcriptionally distinct from the other genotypes at D0. In contrast to the D6 results, the TKO cells appear to be distinct at D0 than the *Tet1*^*−/−*^, WT, and DKO cells. This was surprising, since *Tet3* is generally expressed at low levels in ESCs, although other groups have shown that *Tet3* expression is upregulated in DKO cells with minimal effects on global levels of 5hmC [12]. Nonetheless, our results are consistent with the *Tet2*^*−/−*^ having a very different gene expression pattern compared to the other genotypes. 

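At D0, *Tet2*-/- had the largest average distance to the other genotypes (1.42, from 1.08 to TKO up to 1.78 to DKO), followed by TKO (1.33), while WT, DKO and *Tet1*-/- averaged 1.13, 1.11 and 1.10. *Tet2*-/- was 1.24 from WT and 1.58 from *Tet1*-/-. Clustering of the centred means paired *Tet2*-/- with TKO at 1.08 and the remaining genotypes at 0.887, and joined both groups at 1.48. Without centring of the genes, *Tet2*-/- was joined last, at a distance of 0.114, and TKO just before it, at 0.0930. Over the 19 settings *Tet2*-/- stood alone in 0 with centring and in 17 without, and it had the largest average distance in 17; without either TKO clone TKO was farthest instead. On the 1000 genes most variable over the D0 libraries, chosen without the labels, the distance between libraries averaged 1.16 across genotypes and 0.464 within (permutation test, one-sided, p = 4e-05, where 1e-05 is the smallest value the permutations can give). On the genes chosen over the genotype means, the nearest library was of the same genotype for 10 of the 12 libraries, and WT clone O4.1 clustered with both *Tet2*-/- clones (height 0.591) rather than with the other WT clones.

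**Figure D7:**
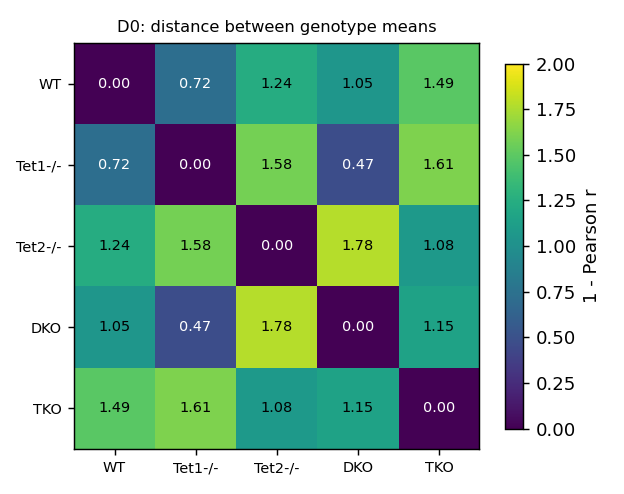
Distance (1 minus Pearson's r, genes centred, 1000 most variable genes) between the genotype means at D0. *Tet2*-/- and TKO each lie above 1 from every other genotype, and *Tet1*-/- and DKO are the closest pair (0.474).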

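TKO lay 1.49 from WT, 1.61 from *Tet1*-/- and 1.15 from DKO at D0, and WT, *Tet1*-/- and DKO lay 0.722 (WT and *Tet1*-/-), 0.474 (*Tet1*-/- and DKO) and 1.05 (WT and DKO) from each other. The TKO clones were themselves 0.748 apart, more than both DKO clones (0.287) or any of the *Tet1*-/- clones (at most 0.340), while the WT clones were 0.479 to 0.902 apart. The library nearest to clone 8.4 was a *Tet2*-/- library (0.603), and that nearest to the other clone was a DKO library (0.726). The distance of TKO from WT stayed between 1.44 and 1.62 with each of the 12 libraries left out in turn.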

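*Tet3* was counted at 6.02 ± 1.41 CPM (SD, n = 3) in D0 WT, 6.17 ± 0.350 (n = 3) in *Tet1*-/-, 7.20 ± 0.0253 (n = 2) in *Tet2*-/-, 5.81 ± 0.0956 (n = 2) in DKO and 3.44 ± 1.06 (n = 2) in TKO. In DKO its log2 fold change against WT was -0.05 (standard error 0.220, adjusted p = 0.939, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so no rise was seen. In TKO it was -0.81 (standard error 0.229, adjusted p = 0.0482, edgeR). In WT cells *Tet3* rose by 1.49 from D0 to D6 (standard error 0.196, adjusted p = 2.73e-06, edgeR), while *Tet2* fell by 2.74 (standard error 0.405, adjusted p = 1.00e-05, edgeR).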

Given the role of Tet proteins in DNA demethylation, it was not surprising that compared to WT cells at D0 our differential expression analysis showed virtually all genes were downregulated (Fig. 4a). 

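Of the 14456 genes tested at D0, 118 were called higher and 343 lower in *Tet2*-/-, 149 and 306 in TKO, and 2 and 3 in DKO (edgeR, adjusted p-value under 0.05 and more than 2-fold). Genes called lower were 74.4% of the calls in *Tet2*-/- and 67.3% in TKO, and 81.6% and 73.5% with library totals in place of TMM. At an unadjusted p-value under 0.05, 200 were higher and 655 lower in *Tet2*-/-, 274 and 555 in TKO, and 139 and 297 in DKO. Among the alternatives that kept all libraries of the groups compared and an adjusted p-value, a fit of only these groups moved the counts most, which left 1 gene higher and 2 lower in TKO and gave 178 higher and 497 lower in *Tet2*-/- and 36 higher and 97 lower in DKO. TKO clones varied most, with a coefficient of biological variation of 0.272 against 0.112 or less in the others. The shared spread of the main fit may thus be too small for TKO and too large for the others. The TKO calls rest on it. The WT clones weighed on every count. For *Tet2*-/- there were 186 higher and 404 lower genes without clone O4.1, 32 and 117 without O4.2, and 23 and 100 without O4.13. In TKO 90 were higher without O4.2, and 58 were higher and 168 lower without O4.13. With either clone alone, 80.5% to 89.0% of the genes called higher and 90.1% to 96.8% of those called lower in *Tet2*-/- kept a change of more than 2-fold, and 71.8% to 78.5% and 89.2% to 90.8% in TKO. The 5 genes called in DKO, named after their values were seen except *Sall2* and *Hydin*, were *Sall2* and *Adrb3* (higher) and *Hydin*, *Pdcl2* and *Ptges* (lower). *Sall2* had a log2 fold change of 1.63 (standard error 0.223, adjusted p = 0.0225, edgeR) and *Hydin* of -2.01 (standard error 0.271, adjusted p = 0.0225, edgeR); both calls were lost without any 1 of the WT clones. In TKO, *Slc25a34* rose by 3.18 (standard error 0.617, adjusted p = 0.0118, edgeR; 0.871 and 5.15 CPM in the clones against 0.330 ± 0.128 in WT) and *Rpl39l* fell by 3.44 (standard error 0.413, adjusted p = 0.00141, edgeR), and neither was called when only TKO and WT were fitted.

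**Figure D8:**
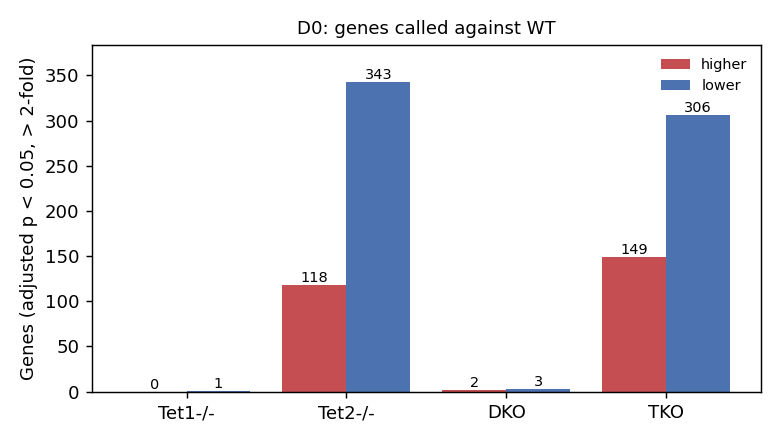
Number of genes called against D0 WT in each knockout (edgeR, adjusted p-value under 0.05 and more than 2-fold), higher in red and lower in blue. *Tet2*-/- and TKO have more lower (343 and 306) than higher genes (118 and 149).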

Not surprisingly, genes expressed at lower levels in *Tet2*^*−/−*^ versus WT cells were predominantly unique to this genotype and not shared with the others, again indicating that loss of *Tet2* induced a unique change on the transcriptome in ESCs compared to the other genotypes at D0.

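Of the genes called lower in *Tet2*-/- at D0, 258 (75.2%) were called lower in no other knockout, and of those called higher, 105 (89.0%) in no other. The first number was 78 without WT clone O4.2 and 71 without O4.13, and the second 29 without O4.2, 21 without O4.13 and 166 without O4.1. In TKO, 219 (71.6%) of the lower and 134 (89.9%) of the higher genes were its own. Genes called lower in *Tet2*-/- (median log2 fold change -1.79) were also below WT for 88.6% in TKO (median -0.84), 70.0% in DKO (-0.32) and 65.9% in *Tet1*-/- (-0.22), against 57.3% to 57.6% on average, and at most 62.9%, in simulated data in which only *Tet2*-/- changed. Genes called higher in *Tet2*-/- were above WT for 67.8% in TKO, 41.5% in *Tet1*-/- and 39.8% in DKO, against 57.9% to 60.1% on average, and at most 72.2%, in these simulations. The simulations gave all genotypes the same spread, so these levels are approximate. Whether a gene's change differs between *Tet2*-/- and the other knockouts was not tested. Among the genes chosen by the rule set in advance, *Zfp521* rose by 2.71 (standard error 0.496, adjusted p = 0.0116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 2.70 ± 2.39 CPM in WT (SD, n = 3) to 17.8 ± 1.47 (n = 2), a call lost without WT clone O4.13. *Kcnc2* rose from 0.404 to 2.01 CPM and *Nrbp2* by 2.00 on the log2 scale (adjusted p = 0.0161 and 0.0331, edgeR), and both calls were lost without O4.2 or O4.13. The largest falls were those of the Y-linked *Uty*, at least 167-fold (adjusted p = 0.0178, edgeR), and *Ddx3y*, by 7.66 (standard error 1.51, adjusted p = 0.0143, edgeR), and of the X-linked *Xlr3a*, at least 34.5-fold (adjusted p = 0.0116, edgeR). Y-linked counts varied among the WT clones as well, *Ddx3y* from 4.74 to 119 CPM and *Uty* from 1.61 to 42.5 CPM. The bound for *Uty* thus depends on the WT clones. Its fitted log2 fold change was -5.81 without WT clone O4.2, against -7.90 with it. The paper reasons that genes lower in *Tet2*-/- were mostly unique to it, and it concludes that loss of *Tet2* changes the transcriptome of ESCs in a way the other deletions do not.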

**Fig. 4:**
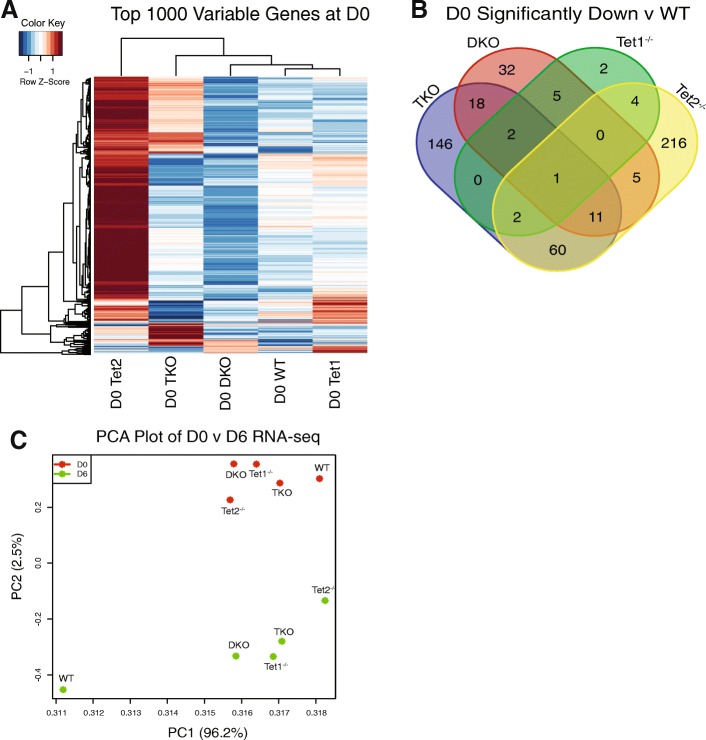
RNA-seq analysis following D0. **a** Heatmap of top 1000 variable genes at D0. **b** Venn diagram of significantly down (*p* < .05, log2 fold change <− 1) genes at D0, as compared to WT. **c** PCA plot of RNA-seq data from D0 (red) and D6 (green) samples. % variability encompassed within each principle components are shown in parentheses

Prior work from others has demonstrated that loss of *Tet2* in ESCs delays differentiation because of a failure to activate enhancers critical to differentiation programs [17]. Thus, loss of Tet proteins could prevent proper differentiation either through baseline transcriptome differences, an inability to activate differentiation-critical gene expression programs, or perhaps both. To address this, gene lists for significantly downregulated genes at D0 were compared for overlap between different knockouts (Fig. 4b). 

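Between *Tet2*-/- and TKO, 85 genes were called lower at D0 in both, 83 of them in this pair only, and 13 were called higher in both. If calls fell on genes independently, 7.26 and 1.22 shared genes would be seen. When the effects of both knockouts were placed on unrelated genes in 10 simulated datasets, which keep the shared WT libraries, 8.6 lower and 1.1 higher genes were shared on average and at most 11 and 2; between unchanged knockouts no called gene was shared in 20 datasets. Without WT clone O4.2 the number of shared lower genes was 39 and without O4.13 it was 29, and 0 were shared when only the groups compared were fitted. Both the simulations and the main fit took the same spread for all genotypes. At D0 the coefficient of biological variation was 0.272 in TKO and 0.112 or less in the others. The overlap thus depends on this choice. Each other overlap of *Tet2*-/- in genes called lower was 1 gene: *Smc1b* with *Tet1*-/- and *Hydin* with DKO, both of them also lower in TKO.

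**Figure D9:**
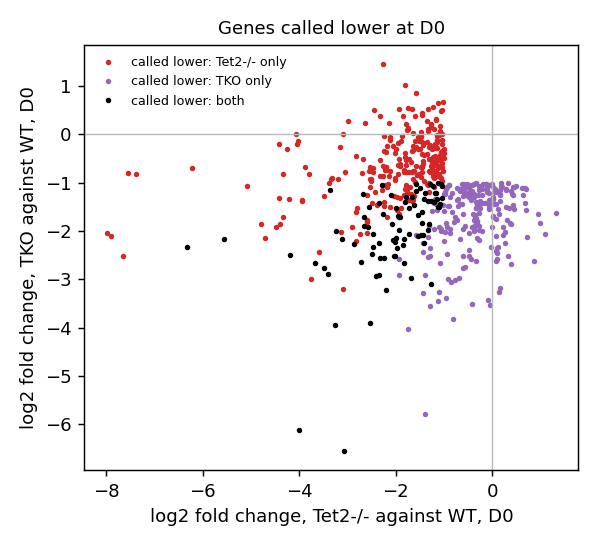
Log2 fold change against D0 WT in *Tet2*-/- (horizontal) and TKO (vertical) of every gene called lower in either, red for *Tet2*-/- only, purple for TKO only and black for both (85 genes). Most genes lie below 0 on both axes.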

*Tet2*^−/−^ had the most downregulated genes (299) as compared to the WT and showed little overlap with any other Tet genotype besides TKO (60 shared). Taken together, we conclude that Tet proteins predominantly function to activate gene expression and *Tet*2^−/−^ induces unique transcriptome changes not shared by other Tet deletions at D0. This would be consistent with baseline transcriptome differences in the different genotypes at D0. Collectively, our data along with the literature [17] would suggest loss of Tet proteins prevents differentiation through multiple mechanisms.

To obtain a more global view of transcriptome differences between the various genotypes at both D0 and D6, we performed a principal component analysis (PCA; Fig. 4c). 

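Principal components were computed with 20752 genes as observations and the 10 means of genotype and day, in log2 CPM with a pseudocount of 1, as variables. The first component held 97.5% of the variance and the second 1.98%. With a pseudocount of 0.1, the setting that moved these most, they held 92.9% and 5.63%. When the 24 libraries were the observations and the 15639 tested genes were centred, the first 3 components held 73.0%, 6.76% and 5.01%. Positions of the means were compared by the distance between their loadings on the first 2 components; D0 WT and D6 WT lay 0.717 apart.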

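In the loadings of the first and second component, D6 WT lay 0.0471 from D6 DKO, 0.0650 from D6 *Tet1*-/-, 0.104 from D6 TKO and 0.299 from D6 *Tet2*-/-.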

Consistent with our prior analysis, differentiated (D6) WT cells segregated into a unique quadrant, indicating they were highly distinct from the other cells. 

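Among the D6 knockouts, the loadings of *Tet1*-/- and DKO lay 0.0180 apart, those of *Tet1*-/- and TKO 0.0386 and those of DKO and TKO 0.0566. D6 *Tet2*-/- lay 0.196 from TKO, 0.234 from *Tet1*-/- and 0.252 from DKO. In the components of single libraries, both *Tet2*-/- libraries stood at 45.2 and 48.3 on the second component, the other D6 libraries between -21.4 and 18.7, the highest of these being *Tet1*-/- clone 2.4.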

D6 DKO, TKO, and *Tet1*^*−/−*^ clustered together and were distinct from the D6 *Tet2*^*−/−*^, again confirming, using an alternative analytic approach, that D6 *Tet2*^*−/−*^ cells were different than other genotypes. Surprisingly, the D0 cells, all of which display a pluripotent phenotype, were less clustered than anticipated. 

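The distances between loadings of the 5 genotypes at D0 ran from 0.00551 (*Tet1*-/- and DKO) to 0.0599 (*Tet2*-/- and TKO), whereas at D6 they reached several times these values.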

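D0 WT lay 0.00660 from D0 DKO in the loadings, 0.0120 from *Tet1*-/-, 0.0226 from *Tet2*-/- and 0.0379 from TKO. D0 TKO lay 0.0441 from DKO and 0.0496 from *Tet1*-/-.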

The D0 WT cells were the most distinct, and again the D0 DKO, TKO, and *Tet1*^*−/−*^ formed a cluster. 

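The loadings of D0 *Tet2*-/- lay 0.0106 from *Tet1*-/- and 0.0160 from DKO. On the second component of single libraries the *Tet2*-/- libraries stood at 16.9 and 19.6, TKO clone 8.4 at 11.5, WT clone O4.1 at 1.40, and the 8 other D0 libraries between -14.7 and -7.13.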

The D0 *Tet2*^*−/−*^ cells were distinct from the other cells again, indicating that at baseline their transcriptome is distinct from the other genotypes.

To better delineate the pathways which may be altered in *Tet1*^*−/−*^ and *Tet2*^*−/−*^ as compared to WT cells we first performed Gene Ontology analysis using PANTHER [19] to assign differentially expressed down-regulated transcripts to their respective biological process (Fig. 5a). Because *Tet1*^*−/−*^ had far fewer down-regulated transcripts (24) then *Tet2*^*−/−*^ (421), fewer overall pathways were identified overall. 

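In *Tet1*-/- at D0, 1 gene was called lower and 0 higher; at an unadjusted p-value under 0.05, 130 were lower and 118 higher. The gene is *Smc1b* (chromosome 15 of mm9, 84895121 to 84962387), which encodes a cohesin subunit. It stood at 5.27 ± 1.74 CPM (SD, n = 3) in WT and 1.23 ± 0.241 (n = 3) in *Tet1*-/-, a log2 fold change of -2.10 (standard error 0.269, adjusted p = 0.0290, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without WT clone O4.1 and without each of the *Tet1*-/- clones, and without WT clone O4.2 there were 3 lower and 6 higher genes. *Smc1b* was lower in *Tet2*-/- too, by -2.66 (adjusted p = 0.00243, edgeR), and in TKO by -1.89 (adjusted p = 0.00588, edgeR). DESeq2 called 20 genes lower and 32 higher in *Tet1*-/-, and a fit of *Tet1*-/- and WT alone called 34 lower and 41 higher.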

Importantly, there was rough agreement in general between the processes effected by loss of either *Tet1* or *Tet2*. Thus, while loss of *Tet2* had a more dramatic effect on the overall transcriptome then loss of *Tet1*, there was general agreement between the biological processes impacted by loss of either *Tet1* or *Tet2*.

**Fig. 5:**
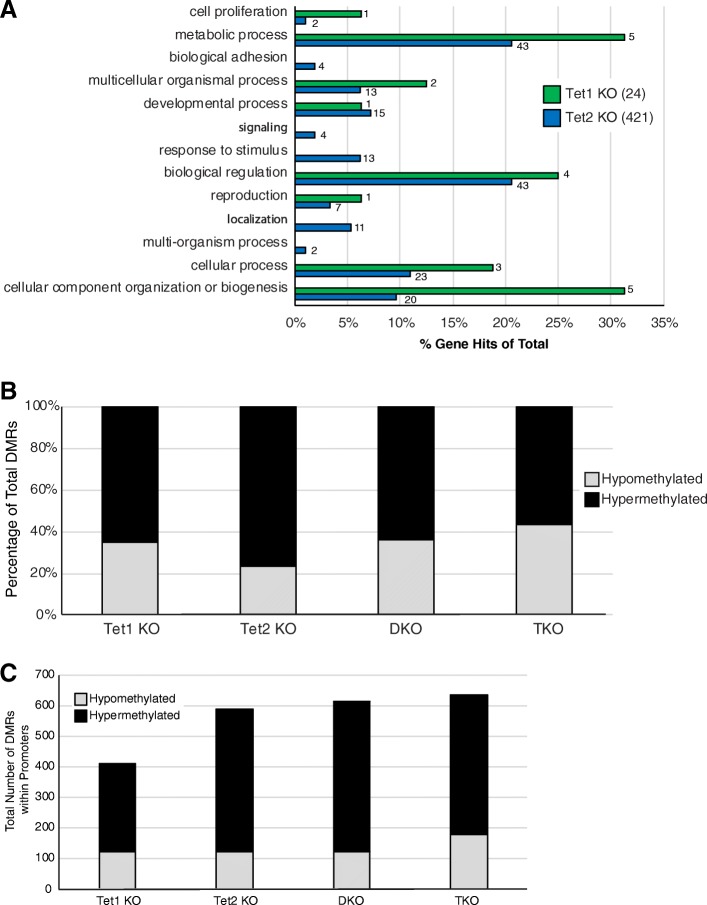
Gene ontology for altered gene expression and DNA methylation. **a** Gene Ontology terms for *Tet1*^*−/−*^ and *Tet2*^*−/−*^ down regulated genes compared to WT were identified using Panther. # to the right of each bar represents the number of downregulated genes identified in each pathway. The total number of genes used for each knock-out is shown in parentheses within the legend. **b** Percentage of hyper and hypomethylated DMRs as compared to WT. **c** Number of hyper and hypomethylated DMRs located in proximity to gene promoter/TSS

### Tet deletion alters DNA methylation which does not correlate with gene expression changes

We next hypothesized that changes in DNA methylation in pluripotent ESCs explains their transcriptome differences, at least partially. To quantitate DNA methylation differences, we performed reduced representation bisulfite sequencing (RRBS) on D0 samples. RRBS is highly quantitative and provides robust coverage of CpG islands which are abundant in mammalian gene promoters (Additional file 3: Table S3). Differentially methylated regions (DMRs) were defined as having a change of at least 25% compared to WT. Overall, we observed more hypermethylated than hypomethylated regions in all Tet genotypes, consistent with their role in DNA demethylation (Fig. 5b; [3, 4]). It should be noted that the *Tet2*^*−/−*^ cells displayed the most hypermethylation overall compared to wild-type, whereas the *Tet1*^*−/−*^, DKO, and TKO all showed a similar change in hypermethylation. DMRs were found at consistent ratios in all genotypes across promoters, introns, exons, and intergenic elements (data not shown), consistent with a genome-wide change in DNA methylation. Importantly, when we looked at a small window around TSS (+/− 2 kb) corresponding to gene promoters, we observed a larger predominance of DNA hypermethylation rather than hypomethylation (Fig. 5c), consistent with prior literature that Tet proteins bind to a large fraction of promoters [20, 21].

To determine if changes in DNA methylation correlated with changes in mRNA, we identified DMRs within promoters for each genotype and then mapped the fold change in the gene (Fig. 6). Surprisingly, changes in DNA methylation at gene promoters did not correlate with transcriptional changes in the D0 RNA-seq. This is consistent with prior literature [10, 12, 13, 20, 21]. Thus, even though we utilized genomic editing in an isogenic background with multiple clones, we were unable to mechanistically link changes in DNA methylation to altered gene expression.

**Fig. 6:**
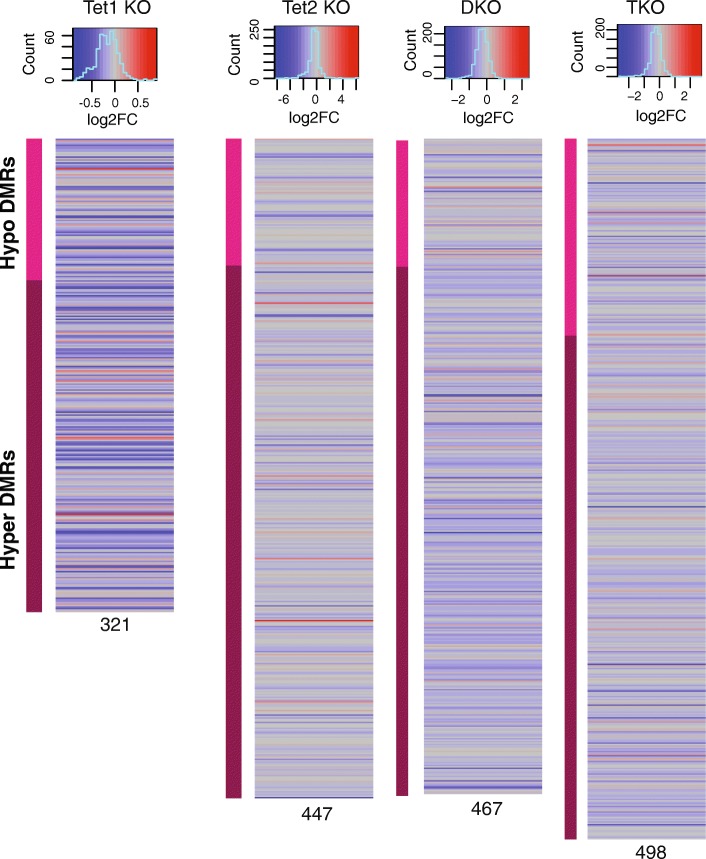
DNA methylation changes do not necessarily correlate with changes in gene expression. For each genotype (Tet1 KO, Tet2 KO, DKO, TKO), DMRs were identified in promoters as compared to WT. The corresponding Log2 Fold change in the gene’s expression was then graphed. Because the dynamic range across the different genotypes was so different, color schemes are different for each genotype and are shown at the top of each column. Total number of DMRs used for each genotype is shown below each column

## Discussion

In this study we used CRISPR/Cas9 to generate *Tet1*^−/−^, *Tet2*^−/−^, DKO, and TKO in an isogenic ESC line. In accordance with published studies, we did not observe any perturbation of pluripotency following Tet deletion. We did however uncover a quantitative disparity across genotypes during differentiation. All genotypes were resistant to differentiation, consistent with published reports [10, 12, 13, 16]. Importantly, these experiments revealed three key findings. First, while loss of Tet proteins caused a block in differentiation, the loss of *Tet2* induced a near complete block with a > 90% retention of eGFP expression. Second, loss of *Tet1* caused only a partial reduction in differentiation. Third, is that in both DKO and TKO cells their differentiation potential phenocopied loss of *Tet1* rather than loss of *Tet2*, implying that the *Tet1*^*−/−*^ phenotype is dominant. This quantitative difference has not previously been described within the literature and was most likely difficult to conclusively observe because of the lack of isogenic backgrounds and our use of at least two, independent clones for all genotypes minimizes the chance that differences are simply related to clone-to-clone variation. In addition, by using LIF withdrawal rather than a potent differentiation agent such as retinoic acid we were able to observe a more subtle but nonetheless quantitative difference among genotypes. Importantly, many labs have published using TKO embryonic cells representing the most dramatic phenotype [13, 22]. Our data would argue this may not be the case, since the *Tet2*^*−/−*^ ESCs exhibit a substantial, quantitative reduction in their ability to differentiate.

Importantly, while our study focused on the role of *Tet* proteins in vitro, these findings are inconsistent with the observed in vivo phenotypes. As mentioned earlier, loss of either *Tet1* or *Tet2* appears to be well-tolerated by embryos, and in fact double knockouts (*Tet1*^*−/−*^*;Tet2*^*−/−*^) are able to generate healthy adults, although not at the expected Mendelian ratios [10–12]. Only triple knock-out (*Tet1*^*−/−*^*;Tet2*^*−/−*^;*Tet3*^*−/−*^) animals exhibit early developmental defects, illustrating that the in vivo and in vitro results of ESCs are not fully compatible [13]. Given the complex environment in vivo where both external signals including cell-cell interactions and diffusible signaling factors play critical roles in organismal development, it is perhaps not surprising there is discordance between our in vitro results and in vivo studies. Nonetheless, while our studies may not lend insights into the in vivo role of Tet proteins, they do provide some key insights into how they operate to regulate the transcriptome of pluripotent cells.

A second key area of disparity with the literature surrounds seminal studies by Meelad Dawlaty and Rudy Jaenisch [10, 12, 13], in which ESCs deficient in different combinations of Tet proteins were derived. In these studies, classical homologous recombination was used to generate animals with combinatorial loss of *Tet*s, and then ESCs were derived from blastocysts. While in vivo these cells contributed poorly to chimeras during blastocyst complementation, they were able to form embryoid bodies in vitro, consistent with our findings that TKO cells have an impaired but not complete block in differentiation. This disparity between our groups results and the Jaenisch findings could be for two different reasons. The first may be technical, given the significant differences between genomic editing in a single, parental ESC line as opposed to classical homologous recombination, breeding adult animals, followed by derivation of ESCs. The second is our use of an *Oct4-EGFP* reporter, originally developed by the Jaenisch group [15, 23], which permits quantitative measurement of pluripotency and a direct comparison among the different genotypes. Irrespective of the differences, it is clear from our work and others [17] that loss of *Tet2* has the most dramatic phenotype on ESC differentiation, but further studies will be required to explain the discordance between our work and the studies from others.

The second part of this study used genome-wide approaches to quantitate transcriptome and epigenomic differences. To our surprise given their phenotypic similarity at D0, RNA-seq showed substantial gene expression differences between *Tet2*^−/−^ and other genotypes. These changes did not affect pluripotency but imply the differences during LIF withdrawal are at least partly attributable to baseline disparities in the transcriptomes between genotypes. 

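Of the genes called lower in *Tet2*-/- at D0, 317 were tested at both days, and 115 of these were also called lower than WT at D6. Of the genes called higher, 116 were tested at both days and 45 were also called higher at D6. Across the 14185 genes tested at both days, the changes in *Tet2*-/- at D0 and D6 had a Pearson's r of 0.332. In *Tet1*-/- and DKO, which had 1 and 5 genes called at D0 among those tested and 0 at D6, r was 0.306 and 0.317. In TKO, none of the 283 lower and 147 higher genes of D0 was called at D6, where no gene of TKO passed, and r was -0.0420. To see what clones without a deletion give, a comparison chosen after seeing the data, differences of mean log2 CPM over 15639 genes were used. Each WT clone against the other WT clones gave an r between the days of 0.103 to 0.176, and the knockouts against WT gave 0.235 (*Tet2*-/-), 0.300 (*Tet1*-/-), 0.305 (DKO) and 0.00158 (TKO). These correlations are across genes, which are not independent replicates.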

Importantly, we cannot exclude that Tet2 is also required for remodeling chromatin during differentiation [17], which warrants further investigation to tease apart these possibilities. From the D0 results we conclude that *Tet2*^*−*/−^ cells induce a unique transcriptional program as compared to loss of the other Tets. Given the profound block in differentiation we saw in the *Tet2*^*−/−*^ ESCs, we were surprised to find that additional deletion of *Tet1*^*−/−*^ in DKO or TKO cells more closely phenocopied *Tet1*^*−/−*^ cells, both in terms of their differentiation potential and their baseline transcriptome. This phenotype requires further investigation, since in terms of baseline transcriptome changes loss of *Tet1* alone had modest effects. This implies that the combinatorial loss of both *Tet1* and *Tet2* that is critical to the intermediate phenotype. Importantly, given the close correlation between the baseline D0 transcriptome of *Tet1*^*−/−*^, DKO, and TKO cells, it is likely that the intermediate differentiation phenotype again is at least partially attributable to the role of different Tet proteins in chromatin remodeling during differentiation. Nonetheless, this pattern of differentiation block among the various genotypes could only have been uncovered using a single, parental, isogenic line which easily permitted the quantitative measurement of pluripotency.

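Across the 14456 genes tested at D0, the changes against WT had a Pearson's r of 0.629 for *Tet1*-/- with DKO, 0.451 for DKO with TKO and 0.225 for *Tet1*-/- with TKO. The same WT libraries enter each comparison, and simulated knockouts without effect gave 0.432, 0.394 and 0.441 on average and at most 0.447, 0.422 and 0.456 over 20 datasets. The first and second pair lay above the highest simulated value. The simulations gave all genotypes the same spread, whereas at D0 the coefficient of biological variation ran from 0.0748 in DKO to 0.272 in TKO. The true level without effect may thus be higher or lower than simulated, so these values do not establish an excess. For *Tet2*-/-, r was 0.390 with TKO (0.402 in unchanged knockouts and 0.157 when both kept their effects on unrelated genes), 0.163 with *Tet1*-/- (0.451) and 0.118 with DKO (0.396). Effects on unrelated genes thus lower the simulated level, which was computed in this way for *Tet2*-/- with TKO only. Genes called lower in TKO were also below WT for 83.0% in DKO, 78.4% in *Tet2*-/- and 60.5% in *Tet1*-/-, against at most 61.4%, 60.1% and 60.96% in simulated data in which only TKO changed. Genes called higher in TKO were above WT for 87.9%, 69.8% and 79.2%, against at most 66.3%, 68.4% and 65.3%. These simulated shares rest on the same spread in all genotypes too and are approximate. Single clones moved 5 values by over 1.5 times. Without WT clone O4.1, r was 0.328 for *Tet1*-/- with *Tet2*-/- and 0.252 for *Tet2*-/- with DKO, while it was 0.0857 for the first pair without O4.2 and 0.0532 for the second without *Tet2*-/- replicate 2. Without TKO replicate 2 it was 0.249 for DKO with TKO and 0.140 for *Tet1*-/- with TKO, and without TKO replicate 1 (clone 8.4) it was 0.164 for *Tet2*-/- with TKO. Among genes with at least 10 CPM, r was 0.0165 for *Tet1*-/- with *Tet2*-/-, 0.119 for *Tet1*-/- with TKO and -0.106 for *Tet2*-/- with DKO.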

Since Tet proteins canonically function in DNA demethylation, we hypothesized that changes in D0 RNA-seq would be secondary to alterations in DNA methylation. Overall, we observed a majority of DMRs in the Tet deletion genotypes were hypermethylated compared to WT. *Tet2*^−/−^ had the largest number of hypermethylated DMRs even though this genotype had the second fewest of total DMRs. Nonetheless, our data is consistent with the work of others, in that there was little correlation between the changes in DNA methylation and transcriptome changes we observed [9, 10, 12, 13, 20]. This would imply that the observed transcriptome changes are separate from the role of Tet proteins in active DNA demethylation. It may be that our transcriptome differences are secondary to loss of 5hmC, which we did not directly measure.

Alternatively, the lack of differences between DNA methylation and transcriptome changes may be secondary to the dynamic interplay at CpG islands of DNA methylation and other, histone-based epigenetic marks. For example, CpG islands can become resistant to gaining DNA methylation by the presence of trimethylation of lysine 4 on histone 3 (H3K4me3; [24]). This may represent a potential mechanism to “bypass” the loss of active DNA demethylation at actively expressed genes marked by H3K4me3. In addition, Tet1 in particular forms protein:protein interactions with other epigenetic complexes, adding an additional layer of potential regulation. For example, Tet1 directly interacts with Sin3a [25], a core component of the repressive histone-deacetylase complex. Genes co-occupied by both Tet1 and Sin3a, such as *Lefty1* appear to be activated by the presence of both proteins, indicating that the combinatorial interaction of different epigenetic complexes must be examined in combination to truly appreciate their effects on gene expression. Another example includes so-called bivalent-marked genes, those with both the activating H3K4me3 and the Polycomb Repressive Complex 2 (PRC2) associated-mark H3K27me3. Multiple reports [21, 26–28] indicate that Tet1 can be recruited to these locations to modulate gene expression through a protein:protein interaction, which may or may not ultimately modulate DNA methylation within these promoters. This would further suggest that there is an interplay of Tet proteins and other epigenetic programs, which may or may not require the oxidative function of Tet proteins to ultimately regulate gene expression. Given this interplay, the further refinement of the combinatorial interaction of different epigenetic programs with Tet proteins will be important to understand how *Tet* gene deletion ultimately regulates gene expression and cell fate decisions.

## Conclusions

Tet proteins are required for proper embryonic development [10, 12, 13] and in ESC by interacting with the pluripotency-associated transcription factor Nanog [29]. While the in vivo roles during early embryogenesis has been well characterized, there remains conflicting literature about the role either individually or combinatorially for the Tet proteins in ESCs. To address this gap, we utilized genomic editing to delete different *Tet* genes individually and in combination. Key findings are that loss of *Tet2* by itself displayed the most significant, quantitative block in differentiation during LIF withdrawal. What is most surprising is that *Tet1*^*−/−*^, DKO, and TKO cells phenocopied each other during differentiation and displayed very similar transcriptome changes both prior and following LIF withdrawal. Consistent with other publications however, we were unable to correlate changes in gene expression with altered DNA methylation. Thus, while transcriptome differences are at best only partially attributable to the DNA demethylase activity of Tet proteins. Nonetheless, the baseline changes in the transcriptome induced by loss of *Tet2* in particular are likely at least partially responsible for the inability of these cells to differentiate. Given the isogenic background we utilized and the use of multiple clones for each genotype, our work represents a valuable resource for investigators interested in pluripotency, epigenetics, and the role of Tet proteins in regulating gene expression.

## Methods

### Generation of Tet knockout and Oct4:IRES:EGFP ESC lines

ESC line used has been described previously [30–32]. Briefly, they are a murine 129/SVj derived in our lab through blastocyst outgrowth, and then adapted to grow under feeder free conditions on gelatin. All lines ESCs were grown on gelatin-coated tissue culture plates in DMEM supplemented with 15% FBS, 2% pen/strep, 1% nucleoside mix, 1% L-glutamine, 1% non-essential amino acids, 10^− 4^ M 2ME, and 10^3^ U LIF. Generation of the Oct4:IRES:EGFP was previously described [32]. To generate the Tet knockout lines, published gRNAs [14] were cloned into pSpCas9(BB)-2A-Puro (PX459) V2.0 (Addgene #62988) and transiently transfected into the Oct4:IRES:EGFP line. Briefly, 1–2 × 10^6^ cells were transfected with 2 μg plasmid (total plasmid DNA in the case of DKO and TKO). 24 h later cells were selected with 2 μg/mL puromycin for 2 days and individual clones isolated. Clones were screened by restriction digest using primers listed in Additional file 1: Table S1 [14]. Restriction testing was done with the following pairs: *Tet1*-SacI, *Tet2*-EcoRV, *Tet3*-XhoI. Indels were confirmed by sequencing and loss of protein was confirmed by Western blot. Two (*Tet2*^−/−^, DKO, TKO) or three (*Tet1*^−/−^, WT) individual clones were used for each experiment. To sequence indels, the same primers used for screening the region were used to amplify the appropriate genomic region, cloned, and a minimum of four individual clones were sequenced to confirm the generation of biallelic indels.

### RNA isolation and RT-qPCR

RNA was isolated using TRIzol (Thermo Fisher 15596026) according to the manufacturer’s instructions. Further purification of RNA was done using the Qiagen RNeasy Mini Kit (Qiagen 7404) and converted to cDNA with the iScript cDNA Synthesis Kit (Bio-Rad 4106228). Approximately 20 ng of cDNA was used for each reaction. Primers used are listed in Additional file 4: Table S4. All primers, unless previously published, were designed using mm9.

### Western blot

Total protein was extracted following lysis in RIPA buffer (25 mM Trizma pH 7.4, 150 mM NaCl, 0.1% SDS, .5% sodium deoxycholate, and 1% NP-40 substitute (Sigma, 74385). Protease inhibitors were added to RIPA as follows: 1:1000 DTT (Sigma, 646563), 5:1000 PMSF (Sigma, 93482-50ML-F), and 1:1000 Protease Inhibitor Cocktail (Sigma, P8340). 10 μg of protein was run for each sample on a 4–20% Criterion Tris-HCl protein gel (Bio-Rad 3450033) and processed using standard western blot technique. All primary incubations were performed overnight in 5% BSA/TBST. Secondary incubations were done in 5% milk/TBST for approximately 1 h. Imaging was performed on a GE Amersham Imager 600. Analysis was done in ImageJ and values were normalized to GAPDH. Western Blot: Sall4 (Abcam, ab29112), GAPDH (Santa Cruz, sc25778), Nanog (Santa Cruz sc8822), Oct3/4 (Santa Cruz, sc9081), Tet1 (Abcam, ab191698), Tet2 (Abcam, ab94580), donkey anti-rabbit IgG-HRP (Santa Cruz, sc2313), m-IgGκ BP-HRP (Santa Cruz, sc516102), Brachyury/T (Santa Cruz, N-19 sc17743).

### LIF withdrawal and flow cytometry

Approximately 5,000 ESC were plated on one well of a six-well gelatin-coated plate in ESC media with LIF and replaced the following day with ESC media lacking LIF. Media was changed every day and on day 6 the cells were analyzed using the BD LSR II flow cytometer and analyzed with FlowJo.

### Statistical analysis

Statistically significant differences were measured using a two-tailed Student’s t-test and a *p*-value <.05. Bar graphs represent the mean of all experiments and errors bars are standard error of the mean (SEM).

### Next-generation sequencing library preparation

#### RNA-seq

1 μg total RNA was obtained, as described above; ERCC RNA (Thermo 4456740) was then added to each sample prior to Poly-A mRNA selection (NEB E7490). RNA-seq libraries were made using the NEBNext Ultra RNA Library Prep Kit for Illumina (E7530). The following numbers of clones were used for both RNA-seq and RRBS analysis: 3 WT, 3 *Tet1*^−/−^, 2 *Tet2*^−/−^, 2 DKO, and 2 TKO. All libraries were run as paired-end (38 × 2, total of 76 cycles) on an Illumina NextSeq 500.

#### RRBS

Libraries were made from 100 ng gDNA using Premium Reduced Representation Bisulfite Sequencing Kit (Diagenode C02030033). All libraries were run as paired-end (38 × 2, total of 76 cycles) on an Illumina NextSeq 500.

### RRBS analysis

Raw sequence reads had the first 6 base pairs clipped off the 5′ end and were also trimmed to remove both poor quality calls using Trim Galore v0.50 (−-clip_r1 6) (www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Adapter sequences were removed with Cutadapt v1.16 [33]. The refined sequences were mapped to mouse reference genome (mm9) using Bismark v0.19.1 [34] with Bowtie2 v2.1.0 [35] at default parameters.

The R package methylKit v1.4.1 [36] was used for further analysis. The aligned files from Bismark were utilized to extract the methylation calls occurring at only CpG dinucleotides with minimum of 10 read coverage. Differentially Methylated Regions (DMRs) were identified for each comparison between treatment and wild type. DMRs were selected based on q-value < 0.05 and those that meet the minimum percent methylation difference cut-off of 25%. Reported DMRs were then annotated using HOMER v4.10 software [37] and the distribution of DMRs in different genomic elements were plotted. Promoters were defined as -1 kb to + 100 bp around TSS of RefSeq gene. Intergenic partitions were defined as genomic regions that did not overlap with promoters, exons and introns.

### RNA-seq analysis

The raw RNA sequence reads were mapped to mouse reference genome build mm9 using STAR v2.5.1 [38] using default parameters and including normalization using the ERCC spike-ins. Quality control matrices were confirmed with a FastQC program. Differential Expression analysis was done using DESeq package in R [39]. Differentially expressed genes were called as significant at Benjamin-Hochberg adjusted *p*-value < 0.05 and fold change of 2. Principal Component Analysis (PCA) was done in R to see the variance between the samples. Heatmaps were done in R using heatmap.2 in R with Pearson method for distance and average agglomeration for clustering. Top 1000 variable genes with log2 read counts were plotted in heatmap after removing duplicates and miRNA genes.

## Additional files

Additional file 1: **Table S1.** Primers and gRNAs.

Additional file 2: **Table S2.** RNA-seq readcounts at D0 and D6 for all samples.

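Table S2 gives the number of reads counted on each gene in the 12 D0 and 12 D6 libraries, before any normalization. Its note names HTSeq as the counting program and the name of its sheet names featureCounts. Of its 22927 lines, 1999 were in hand; 1998 of these have a symbol in the deposited tables, and all 1998 equal the first line of that symbol in every library. For 306 of them the deposited tables hold more than 1 line, and for 122 a later line has the larger total. Most such lines are transcripts of 1 gene, so their counts share reads and were not added up.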

Additional file 3: **Table S3.** RRBS DMRs.

Additional file 4: **Table S4.** Indels Generated within all edited lines. Sequencing data for all clones used, indicating the indels induced by genomic editing. Where a single allele is listed, only a single allele was located, but the presence of a large indel which prevents proper PCR amplification of the genomic region cannot be excluded.

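Table S4 aligns the edited alleles of each clone with the unedited sequence around the guide site. All 3 genes lie on the minus strand, and each window matches the mm9 genome (NCBIM37) once. The *Tet1* window, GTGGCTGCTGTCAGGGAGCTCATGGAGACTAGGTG, lies on chromosome 10 from 62296283 to 62296317 and covers the end of coding exon 4 of 12, with 32 of its 35 bases coding (transcript Tet1-001 of GENCODE vM1). The *Tet2* window, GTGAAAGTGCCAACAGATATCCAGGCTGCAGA, lies on chromosome 3 from 133148610 to 133148641 in coding exon 1 of 10 (Tet2-201). The *Tet3* window, GGCAAGGAGGGGAAGAGTTCTCGAGGCTG, lies on chromosome 6 from 83329882 to 83329910 in coding exon 3 of 9 (Tet3-001). Counting deleted and inserted bases, 16 of the 26 listed alleles shift the reading frame, 8 keep it, and 2 reach the end of the window and stay open. For *Tet1* these numbers are 6, 7 and 1 of 14 alleles, for *Tet2* 8, 1 and 1 of 10, and both *Tet3* alleles are shifted. Of the 7 clones edited in *Tet1*, 6 have an allele that keeps the frame. The paper reports loss of protein by Western blot, with Tet1 and Tet2 shown, so a kept frame alone does not mean that protein remained. The clone numbers of the table are not linked to the clone names of the libraries here.

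**Figure D10:**
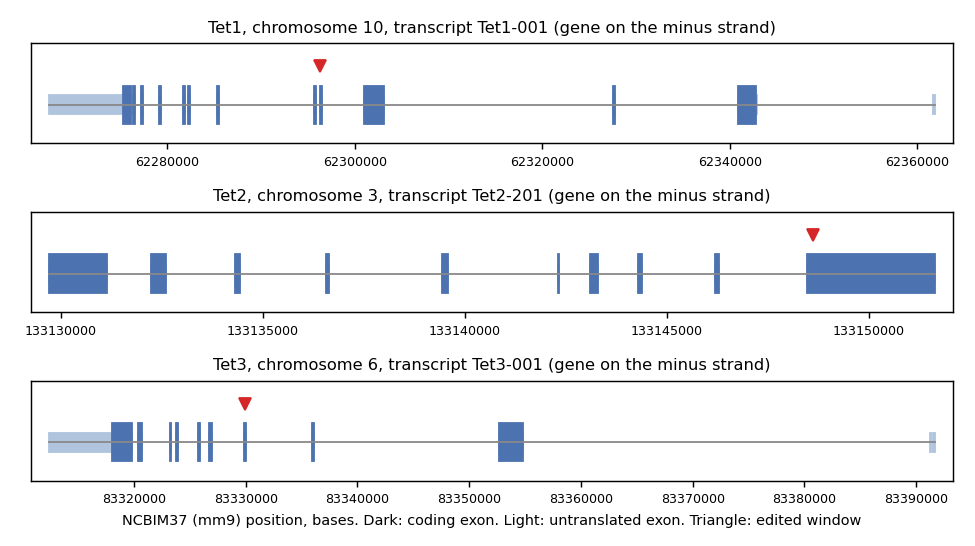
Exons of *Tet1*, *Tet2* and *Tet3* on mm9 (position in bases), coding parts dark and untranslated parts light, with a triangle at the edited window of each gene. The windows lie in coding exons 4, 1 and 3.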

## Data Availability

All data sets generated in this publication have been submitted to the Gene Expression Omnibus (GEO) under SuperSeries GSE122814.

## Abbreviations

2ME: 2-MercaptoEthanol
5caC: 5-CarboxyCytosine
5fC: 5-FormylCytosine
5hmC: 5-HydroxyMethylCytosine
5mC: 5-MetyhlCytosine
AP: Alkaline Phosphatase
BER: Base Excision Repair
BSA: Bovine Serum Albumin
cDNA: Complementary DNA
CpG: Cytosine-Guanine dinucleotide
D0: Day 0, prior to LIF withdrawal
D6: Day 6 following LIF withdrawal
DKO: Double KnockOut- *Tet1*^*−/−*^*;Tet2*^*−/−*^
DMEM: Dulbecco’s Modified Eagle’s Media
DMR: Differentially Methylated Regions
DNMT: DNA MethylTranferase
DTT: DiThioThreitol
eGFP: Enhanced Green Fluorescent Protein
ESC: Embryonic Stem Cells
FBS: Fetal Bovine Serum
gRNA: Guide RNA
HRP: HorseRadish Peroxidase
ICM: Inner Cell Mass
Indel: Insertion or Deletion
KO: KnockOut of a single gene such as *Tet1*^*−/−*^ or *Tet2*^*−/−*^
LIF: Leukemia Inhibitory Factor
MFI: Mean Fluorescence Intensity
mm9: *Mus musculus* genomic build 9
PCA: Principal Component Analysis
Pen/Strep: Penicillin and Streptomycin
PRC2: Polycomb Repressive Complex 2
RIPA: RadioImmunoPrecipitation Assay Buffer
RNA-seq: Next Generation sequencing of RNA for transcriptomics
RRBS: Reduced Representation Bisulfite Sequencing
RT-qPCR: Reverse Transcription Quantitative PCR
SEM: Standard Error of the Mean
TBST: Tris-Buffered Saline with 0.1% Triton X-100
Tet: Ten Eleven Translocation
TKO: Triple KnockOut- *Tet1*^*−/−*^*;Tet2*^*−/−*^*;Tet3*^*−/−*^
TSS: Transcriptional Start Site
WT: Wild-Type

# Supplementary material for: Deletion of Tet proteins results in quantitative disparities during ESC differentiation partially attributable to alterations in gene expression
**Source:** BMC Dev Biol. 2019 Jul 8;19:16. doi: 10.1186/s12861-019-0196-6
**Supplement:** Supplementary file 4 — Table S4. Indels Generated within all edited lines. Sequencing data for all clones used, indicating the indels induced by genomic editing. Where a single allele is listed, only a single allele was located, but the presence of a large indel which prevents proper PCR amplification of the genomic region cannot be excluded.

**Table 1:** Indels Generated within all edited lines

| **Genotype** | ***Tet1*** **Locus** | ***Tet2* Locus** | ***Tet3* Locus** |
| --- | --- | --- | --- |
| Tet1 KO Clone 1 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 ..................---------........  Allele 2 ................----------------... |  |  |
| Tet1 KO Clone 2 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 ............------.................  Allele 2 ...............-------............. |  |  |
| Tet1 KO Clone 3 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 .............---------.............  Allele 2 .................----------........ |  |  |
| Tet2 KO Clone 1 |  | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGA  Allele 1 ................-------------... |  |
| Tet2 KO Clone 2 |  | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGA  Allele 1 ................--------........ |  |
| DKO  Clone 1 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 ..................----------.......  Allele 2 ....------------................... | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGA  Allele 1 ...................-------------  Allele 2 ................................  ^ A Insertion |  |
| DKO  Clone 2 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 ..................---------........  Allele 2 ----------------------------------- | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGA  Allele 1 ................--------........  Allele 2 ...C.....A..G...C..--........... |  |
| TKO  Clone 1 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 .............T....ACT---------.....  Allele 2 ........------------............... | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGA  Allele 1 ............------------------..  Allele 2 ..................-............. | Tet3 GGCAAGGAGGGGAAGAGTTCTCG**AGG**CTG  Allele 1 ..................--......... |
| TKO  Clone 2 | Tet1 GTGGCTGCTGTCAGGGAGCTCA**TGG**AGACTAGGTG  Allele 1 .................----..............  Allele 2 .................-................. | Tet2 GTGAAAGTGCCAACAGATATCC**AGG**CTGCAGAA  Allele 1 ................--------.........  Allele 2 ..................-.............. | Tet3 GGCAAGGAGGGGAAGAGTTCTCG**AGG**CTG  Allele 1 .........----------------.... |

. Indicates identity with the genomic region (mm9)

- Indicates a deletion

^ Indicates sites of an insertion

Underlined nucleotides are from the gRNA

**Bold** nucleotides indicates the PAM

Where a single allele is listed, we cannot exclude that the second allele contains a large indel which can not be PCR amplified.

How the deposited data were processed for this re-analysis (not part of the article)

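RNA-seq was analysed here for 24 libraries of mouse ESC clones, 12 undifferentiated (D0) and 12 after 6 days without LIF (D6). Each day had 3 clones of WT, 3 of *Tet1*-/-, 2 of *Tet2*-/-, 2 of DKO and 2 of TKO. The conditions were taken from the labels of the libraries, and no library was left out. By the labels, the WT, *Tet2*-/-, DKO and TKO clones were the same at both days, while *Tet1*-/- had clone 2.3 at D0 only and clone 2.2 at D6 only. The label of DKO D6 replicate 1 writes the clone without a point, and it was read as the DKO clone of D0 with the same digits.

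The authors prepared libraries from polyadenylated RNA, sequenced paired-end reads and mapped them with STAR to the mouse genome (build mm9) with default parameters. The authors deposited counts, that is, the number of reads on each RefSeq transcript, as whole numbers without normalization or pooling of replicates. The counting program is named HTSeq in the note of Table S2 and featureCounts in the name of its sheet, and the paper's text does not say whether the counting used strand. Genes that overlap or lie antisense to another gene, and members of multigene families, are therefore uncertain. Lines for microRNAs and for ERCC spike-in RNA numbered 0 and 0, so the paper's scaling by spike-in RNA was not repeated here.

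Each table has 31928 lines for 22926 gene symbols. Where a symbol had more than 1 line (4911 symbols), the first was used, which is the line that Table S2 gives for all 1998 of its symbols that could be compared. Tables of both days were joined by symbol, in place of the transcript identifier planned before the data were examined, because lines are named by symbol. Summed over first lines, D0 libraries held 21729346 to 37290208 counts and D6 libraries 18400463 to 34219640. In every library the 10 highest genes took 4.53% to 5.82% of the counts, and *Eef1a1* was the highest gene in all libraries except *Tet2*-/- D0 replicate 1 (*Rn45s*). A count of 3, the limit that a count of 0 allows, equals 0.0805 to 0.163 CPM, and this limit covers counting error only. Between clones of a genotype, counts varied by 8.75 to 107 times the sampling variance, so the spread between clones and not the depth sets the precision.

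Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries were scaled by TMM (factors 0.960 to 1.03), genes were kept by edgeR's filterByExpr with a minimum count of 10, and a quasi-likelihood model with 1 coefficient per group was fitted. Separate fits covered the D0 libraries (14456 genes), the D6 libraries (15435) and all libraries (15639). The last served the comparison of each genotype at D6 with D0 WT and the test of whether the effect of a knockout differs between days, an interaction contrast. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. Standard errors were taken from the same fits. On simulated counts with 200 changed genes per knockout, the D0 fit recovered 97.5% to 100% and the D6 fit 89.0% to 93.5%. Changed genes had at least 1 CPM in WT. All genotypes had the same spread and genes varied independently, so real rates may differ. With 200 genes changed between days in 1 knockout, the interaction contrast recovered 172 and made 7 false calls; with clone as a block it recovered 165 and made 3.

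Distances between genotypes were 1 minus Pearson's r of log2 CPM (pseudocount 1) over the 1000 most variable genes, centred, with average linkage. These genes were chosen by their variance over genotype means. Distances between libraries were tested with 100000 permutations of the genotype labels, on the 1000 genes most variable over the libraries, since a choice by genotype means would favour the real labels. Principal components were computed on the means of genotype and day and on single libraries. Correlations of log2 fold changes between knockouts, the overlap of calls and the share of genes that move in the same direction were set beside simulated data that keep the shared WT libraries. Those data had the same spread in all genotypes and genes that varied independently, so they give approximate levels only. Genes of 11 lists, written before the data were examined, stood for naive pluripotency, formative and primed pluripotency, mesoderm and primitive streak, endoderm, neuroectoderm, trophectoderm, germline genes under DNA methylation, 2-cell-like cells, imprinted genes, the Y chromosome and X inactivation. Lists with at least 3 tested genes were tested with limma's camera (inter-gene correlation 0.01), with fry as a check and adjustment over 80 pairs of list and comparison. In simulated data with 1 changed list among 10, both found that list and made 0 false calls. Genes of these simulated lists varied independently, so this does not cover lists whose genes vary together between clones. In other groupings of the real *Tet1*-/- and WT libraries, up to 5 lists at D0 and 7 at D6 passed camera. A shift of a chromosome was the median of its genes relative to all autosomes, in log2 CPM against the WT mean. Chromosomes were taken from GENCODE vM1, which places 20419 of the symbols on 1 chromosome of mm9 (NCBIM37). Gene length and GC content, used in the checks, were known for 92.1% of the tested genes.

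The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names, the genes of the lists, for *Tet2*-/- at each day the 3 called genes with the largest rise and the 3 with the largest fall, and for each other knockout the 1 with the largest of each. Such a gene also had to have all knockout libraries on the same side of all WT libraries and a mean of at least 1 CPM. Other genes are named only with a statement that they were chosen after their values were seen.

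The alternatives were library totals without TMM, no filter on low counts, DESeq2 with its own size factors, a fit of only the groups compared, unadjusted p-values, replicate number or clone as a block, and each library left out in turn. For distances and components they were 500 or 5000 genes, pseudocounts of 0.1 and 10, counts without scaling, values not on a log scale and variance over libraries. Correlations and chromosome shifts were also restricted to genes with at least 10 CPM, and fry replaced camera. These were set before the data were examined. The line with the largest total per symbol, every transcript line, the order of the groups given to fry, clone as a block in every genotype for the difference between days, and the genes chosen without labels for the permutation test were added after seeing the data.

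Reduced representation bisulfite sequencing, gene ontology terms, imaging and flow cytometry were not analysed here. Of Table S2, 1999 of 22927 lines were in hand and served only to check which line of a symbol it gives.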

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

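The tests of WT clone O4.2, of the Y-linked genes, of the shifted chromosomes and of the lists at D0, the fit with clone as a block, the tests of single WT clones and of a slower loss for the lists at D6, and the split of the *Tet1*-/- libraries were chosen only after the result was seen.

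The effect of deleting *Tet2* differed between the days. Tested as an interaction in the fit of all libraries (edgeR, adjusted p-value under 0.05 and more than 2-fold), 554 genes had a higher effect of *Tet2*-/- at D6 than at D0 and 803 a lower one. In TKO, 288 genes had a higher and 272 a lower effect at D6. For *Tet1*-/- and DKO the counts were 0, with 191 higher and 187 lower (*Tet1*-/-) and 295 and 280 (DKO) at an unadjusted p-value under 0.05. For *Tet1*-/-, splits of the libraries decide nothing, since a real count of 0 is reached in all 40 of the 40 drawn; the most from another split was 93. The fit ignores that most clones were used at both days. With clone as a block in every genotype, 671 genes had a higher and 947 a lower effect in *Tet2*-/-, among them 92.4% and 94.3% of the genes called without the block. In TKO 427 had a higher and 356 a lower effect, among them 91.0% and 85.3% of the genes called without it. In *Tet1*-/- 0 and 0 passed, with 276 and 333 at an unadjusted p-value under 0.05. In DKO 3 had a higher effect, *Cldn4*, *D1Pas1* and *Dnmt3l*, named after their values were seen, and 0 a lower one, with 320 at an unadjusted p-value under 0.05. Single WT libraries moved the counts. In *Tet2*-/- there were 358 genes with a higher effect without WT clone O4.13 at D0. Without WT clones O4.2, O4.1 and O4.13 at D6, *Tet2*-/- had 966, 360 and 290 with a higher effect and 1130, 531 and 508 with a lower one. In TKO these numbers were 620, 168 and 169 higher and 526, 132 and 133 lower; at D0 they were 180 and 155 without O4.2 and 179 and 145 without O4.13.

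Several technical explanations were weighed for this difference. After every library had been thinned to the smallest total, 1271 genes passed in *Tet2*-/-, against 1357 before, and 530 in TKO, against 560. Of these, 1150 and 472 were the same genes, which argues against depth. With terms for gene length and GC content in each library, 1050 (*Tet2*-/-) and 426 (TKO) genes passed, 897 and 369 of them shared. Without WT clone O4.2 at both days the number rose to 1760 and 873. Without the 10 genes with the most counts it was 1360 and 558. Of the genes past the test in *Tet2*-/-, 5.91% lay on chromosome 8, which is shifted in these clones, against 5.19% of the tested genes. In TKO, 27.2% lay on the 5 chromosomes shifted in a clone, against 25.0% of the tested genes. These shares speak only to genes that lie on the shifted chromosomes. With either TKO clone alone, 91.96% and 83.75% of the genes kept a difference of more than 2-fold in the same direction. What stays open is that the deletion acts differently in differentiating cells, which is a hypothesis here. It also stays open that the WT or knockout clones of 1 day were further along in differentiation than those of the other. A further possibility is an effect of a shifted chromosome on genes elsewhere, which was not tested. With 2 clones per knockout these were not separated.

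The list of 2-cell-like genes was lower at D0, as a signal in genes the paper does not discuss. Camera took the genes of a list as nearly independent, so its p-values may be too small for genes that vary together. Its median log2 fold change was -1.63 in *Tet2*-/- (10 of 10 genes lower, adjusted p = 1.14e-05, limma's camera) and -2.11 in TKO (10 of 10 lower, adjusted p = 1.22e-08, camera). Germline genes under DNA methylation were lower in *Tet2*-/-, with a median of -1.05 (14 of 14 lower, adjusted p = 3.05e-05, camera). Both 2-cell-like results also passed under fry, and the germline one did not (adjusted p = 0.0542, limma's fry). Adjusted over the list alone, 8 of the 2-cell-like genes were called in *Tet2*-/- and 10 in TKO, against 5 and 7 adjusted over all genes; for the germline list in *Tet2*-/- it was 7 against 6. Many 2-cell-like genes were at the floor of 3 counts (4 in *Tet2*-/-, 8 in TKO), and with these at their bound the medians were -1.80 and -1.92, against fitted values of -2.24 and -3.11. The 2-cell-like genes belong to multigene families (*Zscan4*, *Usp17l*, *Tcstv*) whose reads the counting could split, so single members are uncertain. Without any 1 of the WT clones, the median nearest 0 among the 3 results was -0.90, and with terms for gene length and GC content it was -0.88, which argues against both as the whole cause. Of the 10 tested 2-cell-like genes 4 have a position, all on chromosome 7, whose lowest shift in the *Tet2*-/- and TKO clones was -0.096; this is far from the size of the change. The same list was higher in DKO at D0 (median 1.00, adjusted p = 3.05e-05, camera), although DKO also lacks *Tet2*, and that result did not hold under fry (adjusted p = 0.102). Whether a few 2-cell-like cells were lost, or each cell changed, was not tested, and a difference between clone lines that arose before the edit stays open.

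At D6 the germline genes were higher in DKO, with a median log2 fold change of 1.79 (15 of 15 genes higher, adjusted p = 1.04e-10, camera), and in TKO, with 1.91 (15 of 15, adjusted p = 6.20e-09, camera). The 2-cell-like genes were higher in DKO, with a median of 2.41 (10 of 10, adjusted p = 2.20e-08, camera). All 3 held under fry (adjusted p = 0.0466, 0.0339 and 0.0466), though for DKO not in each order of the groups. The limit of camera's p-values given for D0 holds here too. Adjusted over the list alone, 12 germline genes were called in DKO and 13 in TKO and 9 of the 2-cell-like genes in DKO, against 0 in each case adjusted over all genes. With genes at the floor set at their bound the medians were 1.64, 1.66 and 2.86, against fitted values of 1.78, 1.73 and 3.32. Without any 1 WT clone, the germline median nearest 0 was 1.53, and with terms for gene length and GC content it was 1.65, so neither accounts for the rise. The 2-cell-like median in DKO was 2.25 to 2.61 without a WT clone and 2.41 with those terms. In the single knockouts the germline genes also leaned higher, with a median of 0.78 in *Tet1*-/- (13 of 15, adjusted p = 0.00126, camera) and 0.80 in *Tet2*-/- (12 of 15, adjusted p = 0.0631, camera), neither of which held under fry (adjusted p = 0.350 and 0.389). The 2-cell-like median was 1.57 in TKO (9 of 10, adjusted p = 0.00448, camera; 0.201 under fry), 0.45 in *Tet1*-/- (8 of 10, adjusted p = 0.153) and 0.02 in *Tet2*-/- (5 of 10, adjusted p = 0.935). Whether the rise in DKO and TKO exceeds that in the single knockouts was not tested. A slower loss of the D0 program as a whole is argued against: mixtures of each genotype's D0 profile with D6 WT, fitted to single libraries over all genes, gave the germline list a median of at most 0.54 in DKO and TKO, where the libraries showed 1.68 to 1.92, and the 2-cell-like list at most 0.81 in DKO, where they showed 1.92 and 2.80. From D0 to D6 the germline median fell by 1.98 in WT and rose in both TKO clones, by at least 1.01, so a slower loss limited to these genes is argued against in TKO. In DKO it changed by -0.30 and -0.11 in the clones, with 7 of 14 genes higher at D6. For the germline genes in DKO, a D0 level that was kept and a new rise thus cannot be told apart. The 2-cell-like median changed by -0.80 and 0.04 in the DKO clones, against -1.95 in WT. Of its 12 genes, 2 and 6 were above the clone's own D0 level, so a kept D0 level is not excluded there either. An effect of either deletion alone, or of both together, may be considered; this stays a hypothesis found and tested on the same data.

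Counts of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were near 0 in some clones, in genes outside those the paper discusses. Summed, they reached 0.790% of the WT mean in *Tet2*-/- D0 replicate 2, the lowest library, and 2.09% in replicate 1. The WT mean rests on clone O4.2, with 230 CPM against 12.9 (O4.1) and 42.3 (O4.13) at D0; without O4.2 the log2 fold change of *Ddx3y* in *Tet2*-/- was -5.63, against -7.66 with it. The list was lower in *Tet2*-/- at D0, with a median of -4.96 (4 of 4 lower, adjusted p = 0.00126, camera, which held under fry). Adjusted over the list alone 4 genes were called, against 3 adjusted over all genes. With genes at the floor at their bound the median was -6.09, against a fitted value of -7.23. Loss of *Tet2* is argued against as the whole cause of counts near 0. DKO and TKO, which also lack *Tet2*, stood at 14.3% to 47.0% of the WT mean at D0 and at 31.6% to 152% (TKO clone 8.4) at D6, all above the highest *Tet2*-/- library (7.83%). At D0 they were below the WT mean, as was WT clone O4.1 (13.6%), so a smaller effect of *Tet2* is not excluded. Low counts were not limited to *Tet2*-/-: *Tet1*-/- libraries, with *Tet2* intact, stood at 5.51% to 10.9% at D0, where the list passed camera (median -2.72, adjusted p = 0.000775) but not fry (adjusted p = 0.113). At D6 the *Tet1*-/- libraries stood at 44.7% (clone 2.1), 77.9% (clone 2.2) and 7.18% (clone 2.4). Loss of the Y chromosome from most cells of the *Tet2*-/- clones is a candidate explanation: 3 of the 4 genes were under 10% of the WT mean in all 4 *Tet2*-/- libraries. The exception was *Eif2s3y*, at up to 18.3%, and its counts keep the question open.

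Expression was shifted along whole chromosomes in some clones, which the paper does not examine. The largest shift was 0.44 on the log2 scale, on chromosome 6 in TKO D6 replicate 2, and an extra copy in every cell would give 0.58. In simulated data an added shift of that size was recovered as 0.53. Among 14 shifts above 0.2, chromosome 8 in both *Tet2*-/- clones stood at 0.24 to 0.43 over both days, and the others were on chromosomes 6, 11 and 12 in TKO replicate 2, 19 in TKO clone 8.4, and 8 in both TKO clones and in *Tet1*-/- clone 2.4. Since both *Tet2*-/- clones carry the shift of chromosome 8, its part in their profile cannot be separated from that of the deletion. The lowest shift of an autosome was -0.22. At least 71.1% of the genes of each shifted chromosome lay above the level of the other chromosomes, which argues against a few strongly changed genes. With terms for gene length and GC content, each shift kept at least 0.872 of its size. An extra copy in part of the cells may explain the shifts: 12 of the 14 were positive in each of the 3 parts of the chromosome and at the other day. The exceptions, chromosome 19 in TKO clone 8.4 (-0.043 at D6) and chromosome 8 in *Tet1*-/- clone 2.4 (-0.013 at D0), keep this open, since a copy could arise or be lost between the days.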

How the results depend on the processing

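The use of each transcript line or of the line with the largest total, the order of the groups given to fry, and the block by clone in every genotype were chosen after seeing the data; all other alternatives were set before the data were examined. For every comparison below the cause was not tested, unless it is named.

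No named gene or list past camera reversed its direction under the alternatives run for it, and 1 correlation changed its sign (-0.106, given below). The balance of calls did turn in *Tet1*-/- at D0, which had 0 genes higher and 1 lower in the main fit. More were higher than lower with DESeq2 (32 and 20), with no filter (17 and 12) and with only the groups compared (41 and 34). With library totals in place of TMM, 0 of 92 results changed, and 0 of 57 with the line with the largest total per symbol. For distances, 500 or 5000 genes and variance over libraries changed 0 of 8 each. Among the results that answer a comparison, 331 of the values under other settings stayed within their limits, 69 moved and 16 weakened. Of the values of single genes under these settings 3 weakened: in TKO at D0, *Tet2* (-1.87), *Slc25a34* (3.17) and *Rpl39l* (-3.45) no longer passed when only the groups compared were fitted.

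Without the filter on low counts, 6 of 65 results changed: at D0 17 genes were higher and 12 lower in *Tet1*-/-, and 25 and 54 in DKO; at D6 37 were higher and 56 lower in TKO. DESeq2 changed 15 of 65. At D0 it gave 32 higher and 20 lower genes in *Tet1*-/- and 31 and 80 in DKO. At D6 it gave 28 and 18 in *Tet1*-/-, 101 and 88 in DKO, and 181 and 300 in TKO. For the difference between days it gave 2 higher and 10 lower in *Tet1*-/-, 13 and 7 in DKO, and 409 lower in TKO. In simulated D6 data 7.55% to 12.6% of DESeq2's calls were false, against 1.58% to 5.24% for edgeR. In simulated D0 data 0.5% to 2.51% of DESeq2's calls were false, against at most 1.02% for edgeR.

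Unadjusted p-values loosen the test by construction and changed 17 of 33 results. At D0 there were 118 higher and 130 lower genes in *Tet1*-/-, 200 and 655 in *Tet2*-/-, 139 and 297 in DKO, and 274 and 555 in TKO. In *Tet2*-/- only, 388 were lower and 160 higher, and 226 were lower in both *Tet2*-/- and TKO. At D6 there were 235 higher and 162 lower in *Tet1*-/-, 396 and 400 in DKO, and 505 and 498 in TKO.

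When only the groups compared were fitted, 15 of 57 results changed. Such a fit takes the spread from those groups alone. At D0 the coefficient of biological variation was 0.272 in TKO and 0.112 or less in the others. The fit of all genotypes shares 1 spread per gene between them, so the TKO calls at D0 rest on that sharing. At D0 there were 41 higher and 34 lower genes in *Tet1*-/-, 178 higher in *Tet2*-/-, 36 and 97 in DKO, and 1 and 2 in TKO; 464 were lower and 177 higher in *Tet2*-/- only, and 0 were lower in both *Tet2*-/- and TKO. At D6 there were 2 higher and 1 lower in DKO.

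Pairing the libraries by replicate number was not borne out by the data, since the deviations of paired libraries from their group means correlated between -0.377 and 0.312. With replicate number as a block, 2 of 45 results changed, with 6 higher and 11 lower genes in DKO at D0. With clone as a block for WT at D6 against D0, where the clones are the same (correlations of 0.119, 0.176 and 0.103), 0 of 2 changed. In the knockouts the libraries of a clone at both days correlated at 0.0795 and 0.184 (*Tet1*-/-), 0.118 (*Tet2*-/-), 0.177 (DKO) and 0.194 (TKO). For DKO the pairing, and so the block, rests on how the label of D6 replicate 1 was read. With clone as a block in every genotype, chosen after seeing the data, 1 of 8 results for the difference between days changed, with 3 genes higher in DKO. The counts were 671 higher and 947 lower in *Tet2*-/- and 427 and 356 in TKO, with 6 residual degrees of freedom, and 2 of the *Tet1*-/- clones, present at 1 day each, add nothing to this fit.

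With every transcript line tested, which adds lines by construction, 5 of 26 results changed: 226 lines were higher in TKO at D0, 1183 higher in *Tet2*-/- at D6, and 4465 (*Tet1*-/-), 4378 (DKO) and 4275 (TKO) higher at D6 against D0 WT. Among genes with at least 10 CPM, 3 of 27 changed: at D0, r was 0.0165 for *Tet1*-/- with *Tet2*-/-, 0.119 for *Tet1*-/- with TKO and -0.106 for *Tet2*-/- with DKO. The first and second component held 92.9% and 5.63% of the variance with a pseudocount of 0.1, 97.3% and 2.13% with a pseudocount of 10, 97.4% and 1.86% without scaling, and 96.8% and 2.09% off the log scale.

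With fry in place of camera, 16 of 27 list results no longer passed. At D0 these were mesoderm (median log2 fold change 0.37) and Y chromosome (-2.72) in *Tet1*-/-, germline (-1.05) in *Tet2*-/-, and germline (0.25) and 2-cell-like (1.00) in DKO. At D6 these were germline (0.78) and imprinted (-0.35) in *Tet1*-/-, naive pluripotency (1.20), imprinted (-0.68) and Y chromosome (-4.97) in *Tet2*-/-, mesoderm (-0.77) and imprinted (-0.43) in DKO, and naive pluripotency (0.72), mesoderm (-1.48), 2-cell-like (1.57) and imprinted (-0.59) in TKO. The calls of fry also depended on the order in which the groups entered its design. Over the 24 orders of the knockouts, fry kept 8 to 12 of the 27 results: 8 in every order, 4 in some and 15 in none. The 4 were germline in *Tet2*-/- at D0 (10 of 24 orders, adjusted p from 0.0457 to 0.0580), formative in *Tet2*-/- at D6 (21 of 24, 0.0334 to 0.0580), and germline and 2-cell-like in DKO at D6 (22 of 24 each, 0.0439 to 0.0514).

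Leaving out a library in turn kept 345 values within their limits and moved 72. For counts of called genes, each WT and *Tet1*-/- library was left out. Counts in *Tet2*-/-, DKO and TKO were refitted without single WT libraries only (3 fits per day), since 1 clone of a knockout gives no test. At D0, genes higher ranged from 0 to 6 in *Tet1*-/-, 23 to 186 in *Tet2*-/-, 0 to 1 in DKO and 58 to 106 in TKO. Genes lower ranged from 0 to 3 in *Tet1*-/-, 100 to 404 in *Tet2*-/-, 0 to 3 in DKO and 168 to 285 in TKO. In *Tet2*-/- only, 71 to 296 were lower and 21 to 166 higher, and 29 to 108 were lower in both *Tet2*-/- and TKO. Lowest values in *Tet2*-/- and TKO came without WT clone O4.13. At D6, genes higher ranged from 406 to 1037 in *Tet2*-/-, 0 to 6 in DKO and 0 to 376 in TKO, and genes lower from 942 to 1598 in *Tet2*-/- and 0 to 345 in TKO. In *Tet2*-/- only they ranged from 406 to 863 higher and 942 to 1373 lower. In *Tet1*-/- at D6 they stayed at 0 and 0 (235 and 162 at an unadjusted p-value under 0.05). The highest D6 counts came without WT clone O4.2, so that the absence of calls in TKO at D6 rests on this clone.

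For the difference between days the range was 0 to 1 higher and 0 to 7 lower in *Tet1*-/-, 290 to 966 and 508 to 1130 in *Tet2*-/-, 0 to 7 and 0 to 7 in DKO, and 168 to 620 and 132 to 526 in TKO, with the highest values without WT clone O4.2 at D6. For the comparison with D0 WT, every count stayed within 1.5 times when a WT or *Tet1*-/- library was left out, WT itself between 3109 and 3321 higher and 1792 and 2301 lower. With 1 clone of a knockout left, the share of called genes that kept the fold change, with no test, was 80.5% to 89.0% (higher) and 90.1% to 96.8% (lower) for *Tet2*-/- at D0, 71.8% to 78.5% and 89.2% to 90.8% for TKO at D0, and 93.7% to 97.4% and 95.3% to 97.3% for *Tet2*-/- at D6.

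Correlations that moved beyond their spread ranged at D0 from 0.0857 to 0.328 (*Tet1*-/- with *Tet2*-/-), 0.502 to 0.677 (*Tet1*-/- with DKO), 0.0532 to 0.252 (*Tet2*-/- with DKO) and 0.249 to 0.497 (DKO with TKO), and at D6 from 0.418 to 0.604 (*Tet2*-/- with DKO) and 0.420 to 0.801 (DKO with TKO). The first component stayed between 97.3% and 97.5% and the second between 1.94% and 2.06%. Of the values of single genes, 12 moved and 20 weakened with a library left out. The depth of the libraries limits the 2-cell-like genes most, where a group at or under 3 counts gives only a bound on the fold.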

Differences from the paper's values

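The only test run for these differences was a uniform shift of the D6 libraries, for the counts against D0 WT, and it was set before the result was seen; the setting that uses every transcript line was chosen after seeing the values. Of the 30 values compared, 19 differed.

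At D0, the paper gives 24 genes lower in *Tet1*-/- (text on Fig. 5a), against 1 here. Among the alternatives set before the data were examined, DESeq2 (20) and a fit of only the groups compared (34) came within 1.5 times, and the others did not. In Fig. 4b the paper shows about 16 genes lower in *Tet1*-/-, read by eye, against 1; no filter on low counts (12) and DESeq2 (20) closed the gap, and the other alternatives set before the data were examined did not. For DKO Fig. 4b shows about 74, read by eye, against 3; no filter (54), DESeq2 (80) and a fit of only the groups compared (97) closed the gap, and the others did not.

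At D6, the paper's Fig. 3b shows about 54 genes higher in DKO, about 46 in TKO and about 2 in *Tet1*-/-, read by eye, against 0, 0 and 0 here; at an unadjusted p-value under 0.05 there were 396, 505 and 235. For TKO no filter on low counts (37) closed the gap. None of the alternatives set before the data were examined did so for DKO, where DESeq2 gave 101, or for *Tet1*-/-. In Fig. 3c the paper shows about 260 genes lower in DKO, about 180 in TKO and about 15 in *Tet1*-/-, read by eye, against 0, 0 and 0; the unadjusted counts were 400, 498 and 162. DESeq2 closed the gap for *Tet1*-/- (18). For DKO (DESeq2 88) and TKO (DESeq2 300, no filter 56) none of the alternatives set before the data were examined did. The panel titles of Fig. 3b and c were used for the direction. The paper's text gives the opposite, with lower genes in Fig. 3b and higher genes in Fig. 3c, and its caption calls both Up. The directions in these D6 comparisons depend on that choice.

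Against D0 WT, Fig. 3d shows about 4800 genes higher in *Tet2*-/-, about 5200 in TKO, about 4500 in DKO, about 4700 in *Tet1*-/- and about 2900 in all 4 knockouts, read by eye. The values here were 2034, 2822, 2901, 2974 and 1467. For DKO, library totals without TMM (3328), no filter on low counts (3100) and DESeq2 (3005) closed the gap, and for *Tet1*-/- library totals (3427). For *Tet2*-/-, TKO and all 4 knockouts none of the alternatives set before the data were examined did. The use of every transcript line, chosen after seeing the values, gave 4465 lines in *Tet1*-/-, 4378 in DKO and 4275 in TKO, within 1.5 times of the paper's values.

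Fig. 3e shows about 420 genes lower in *Tet2*-/-, about 340 in TKO, about 710 in DKO, about 790 in *Tet1*-/- and about 150 in all 4 knockouts, read by eye. The values here were 1214, 1568, 1760, 1667 and 617, and none of the alternatives set before the data were examined closed these gaps. With all D6 libraries raised by 0.8 on the log2 scale, the shift of those tried that came closest to the paper, 8 of the 8 counts of single knockouts in Fig. 3d and e lay within 1.5 times of the paper's values.

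The paper describes nearly all dysregulated genes at D0 as lower, whereas 118 were higher in *Tet2*-/- and 149 in TKO here. Its D6 dendrogram joins *Tet1*-/- with DKO, and here WT joined *Tet1*-/- and DKO joined TKO. The paper sets D6 WT apart from the knockouts in Fig. 4c, whereas in the loadings here D6 WT lay 0.0471 from DKO and 0.299 from *Tet2*-/-. It describes D0 WT as the most distinct of the undifferentiated genotypes in that figure, and here D0 WT lay 0.00660 to 0.0379 from the others, while *Tet2*-/- and TKO were 0.0599 apart. The paper cites other groups for a rise of *Tet3* in DKO; in the libraries here its log2 fold change in DKO at D0 was -0.05.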

Other observations

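The tests of the clones at D6 and of the *Tet1*-/- libraries at D6 were chosen only after the result was seen; the other tests here were set before.

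The paper counts far more genes higher than lower at D6 against D0 WT (Fig. 3d, e). A uniform shift of the D6 libraries was tested as a hypothesis: all D6 values were raised by 0 to 2 on the log2 scale in steps of 0.1. At a shift of 0.8, all 8 of the 8 counts lay within 1.5 times of the paper's, and at no shift 0 did. This was the only shift of those tried that reached 8, and the paper's counts were read by eye. The shift is consistent with a scaling that raises D6 libraries as a whole, such as scaling by spike-in RNA could, but no spike-in counts were analysed here.

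Clones of a genotype differed at D6. Of the variance between clones of the knockouts, 15.6% at D6 and 1.07% at D0 lay along the change of WT from D0 to D6. Clones may thus have differed in how far they had moved along this change, which leaves most of the variance between them to other directions.

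*Tet2*-/- at D6 lay between WT at D0 and at D6. An incomplete change and nothing else was tested with simulated mixtures, in which WT at D6 had a share of 0.46. Of the genes called in *Tet2*-/- against D6 WT, 8.22% were more than 2-fold outside the range from D0 WT to D6 WT, against 0% to 0.124% in 10 simulated datasets. A plain mixture of D0 and D6 WT profiles thus may not account for the profile. Mixtures hold no genes specific to a stage between the days, and *Tet2*-/- differed from WT at D0 already. A delay is therefore not argued against.

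Groups of 3 against 3 libraries allow 10 splits, so no share under 0.05 can be reached. For *Tet1*-/- against WT, and for the lists in *Tet1*-/-, the grouping and chance cannot be told apart on these splits. For *Tet1*-/- against WT at D0, 1 of the 10 splits gave as many called genes as the real 1, the others giving 0. At D6 the real split gave 0 genes (235 higher and 162 lower at an unadjusted p-value under 0.05), so that 10 of 10 must give as many and the count decides nothing (the largest was 265). For *Tet1*-/- at D6 against D0 WT, 1 of 10 splits gave as many as the real 4641, and for WT at D6 against D0 1 of 10 as many as the real 5317, the others giving 0. Numbers of this size against 0 argue against chance in both, as does the first component of all libraries (73.0% of the variance), computed without the labels, on which every D0 library lay at -47.5 or below and every D6 library at 13.9 or above. For the lists in *Tet1*-/-, 8 of the 10 splits at D0 gave at least the 2 lists past camera (at most 5) and 9 of 10 at D6 at least the 2 (at most 7).

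Of the 80 pairs of list and comparison, 27 passed camera and 11 of these held under fry; with library totals 30 passed, among them all 27. In *Tet2*-/- at D6 the lists of mesoderm and primitive streak (median log2 fold change -3.77, 15 of 15 genes lower, adjusted p = 6.59e-07, camera) and trophectoderm (-3.22, 11 of 11 lower, adjusted p = 8.02e-05) were lower, endoderm was lower (-0.91, 10 of 12, adjusted p = 0.0125) and formative and primed pluripotency higher (0.61, 10 of 12, adjusted p = 0.0171). All 4 held under fry, the last not in each order of the groups. Adjusted over the list alone, 14 mesoderm, 8 trophectoderm, 5 endoderm and 3 formative genes were called, against 12, 8, 5 and 2 over all genes. With genes at the floor set at their bound, the median of the fitted changes was -3.94 for mesoderm and -3.29 for trophectoderm, where the fitted values gave -3.94 and -3.40. In TKO at D6 endoderm was lower (-0.87, 11 of 12, adjusted p = 0.0019, camera, which held under fry), with 5 genes called adjusted over the list alone against 0 over all genes. Naive pluripotency was higher in *Tet2*-/- at D6 (1.20, 17 of 20, adjusted p = 0.0019, camera), with 8 genes adjusted over the list alone against 6, and imprinted genes were lower (-0.68, 17 of 21, adjusted p = 0.00898, camera), with 9 against 7; neither held under fry. Neuroectoderm passed in none of the 8 comparisons, with a median of 0.14 in *Tet2*-/- at D6 (adjusted p = 0.645, camera) and 5 genes called adjusted over the list alone as over all genes. The list of X inactivation had 2 genes and was not tested.

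Genes that the paper names changed in *Tet2*-/- at D6 as follows (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *T* fell by 3.83 on the log2 scale (standard error 0.667, adjusted p = 0.00556), from 134 ± 46.6 CPM (SD, n = 3) to 9.39 ± 5.62 (n = 2). *Gata6* fell by 6.07 (adjusted p = 0.00434) from 43.4 ± 23.4 to 0.632 ± 0.220, and *Cdx2* by 4.74 (adjusted p = 0.0167) from 15.8 ± 11.9 to 0.593 ± 0.196. *Pou5f1* rose by 1.18 (standard error 0.274, adjusted p = 0.0128), from 247 ± 35.7 to 559 ± 63.5, and its change differed from that at D0 by 1.22 (adjusted p = 0.0164). *Nanog* did not pass (0.27, adjusted p = 0.501), nor did its difference between days (0.43, adjusted p = 0.379). *Lefty1* rose by 1.91 (standard error 0.541, adjusted p = 0.0257). At D0, *Nanog* and *Sin3a* in TKO had log2 fold changes of -0.41 (adjusted p = 0.0209) and -0.42 (adjusted p = 0.0296), and *Gapdh* in *Tet2*-/- one of 0.59 (adjusted p = 0.0084), all under 2-fold.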
